# *Atoh1* drives the heterogeneity of the pontine nuclei neurons and promotes their differentiation

**DOI:** 10.1126/sciadv.adg1671

**Published:** 2023-06-30

**Authors:** Sih-Rong Wu, Jessica C. Butts, Matthew S. Caudill, Jean-Pierre Revelli, Ryan S. Dhindsa, Mark A. Durham, Huda Y. Zoghbi

## Abstract

Pontine nuclei (PN) neurons mediate the communication between the cerebral cortex andthe cerebellum to refine skilled motor functions. Prior studies showed that PN neurons fall into two subtypes based on their anatomic location and region-specific connectivity, but the extent of their heterogeneity and its molecular drivers remain unknown. *Atoh1* encodes a transcription factor that is expressed in the PN precursors. We previously showed that partial loss of *Atoh1* function in mice results in delayed PN development and impaired motor learning. In this study, we performed single-cell RNA sequencing to elucidate the cell state–specific functions of *Atoh1* during PN development and found that *Atoh1* regulates cell cycle exit, differentiation, migration, and survival of PN neurons. Our data revealed six previously not known PN subtypes that are molecularly and spatially distinct. We found that the PN subtypes exhibit differential vulnerability to partial loss of *Atoh1* function, providing insights into the prominence of PN phenotypes in patients with *ATOH1* missense mutations.

## INTRODUCTION

Motor skills such as picking up a cup of coffee or hitting a speedy baseball with a bat require communication between the cerebral cortex and the cerebellum (*1*). These connections are mediated through the pontine nuclei (PN) that are located in the ventral pons and composed of mostly glutamatergic neurons (*2*–*7*). Given their pivotal role in motor functions, several efforts have been made to understand how the PN develop in mammals. PN neurons originate from a group of proliferating neuroepithelial cells residing in the rhombic lip (RL) located in the developing hindbrain. Specifically, *Wnt1-* and *Atoh1*-expressing cells within the caudal RL (cRL) give rise to glutamatergic PN neurons (*8*–*10*). PN neurons are born during mouse embryonic day 12.5 (E12.5) to E18.5 and migrate tangentially along the anterior extramural stream (AES) until they reach the ventral pons (*11*, *12*).

A previous study of PN in rabbit and cat has suggested that PN can be categorized into subpopulations on the basis of their anatomical location and connectivity (*13*). Anatomically, the PN are divided into the basal pontine nucleus (BPN) and the reticulotegmental nucleus (RtTg) at the anterior-ventral and posterior-dorsal part of the PN, respectively. Subpopulations of PN neurons have been proposed on the basis of their positions along the rostro-caudal axis, which inherit the expression pattern of *Hox2-Hox5* from their progenitors at the cRL (*14*). Moreover, tracing experiments demonstrated that the corticopontine connectivity was established in a partially region-specific manner (*15*, *16*), suggesting that PN neurons are functionally diverse on the basis of their regional cortical inputs. However, the extent of PN heterogeneity remains unclear, and the molecular determinants of PN heterogeneity are not known.

Another outstanding question is how a pool of seemingly homogenous *Atoh1*^+^ progenitors give rise to diverse progenies in the PN. *Atoh1*, or *Atonal homolog 1*, encodes a basic helix-loop-helix transcription factor ATOH1 that is required for the development of a variety of neurons in the hindbrain (*9*) and the dorsal spinal cord (*17*), hair cells in the inner ear (*18*), Merkel cells in the skin (*19*), and secretory cells in the gut (*20*). In the hindbrain, *Atoh1*-lineage neurons contribute to many key components of the proprioceptive pathway, including the PN (*9*, *21*). A recent report implicated a homozygous missense variant in *ATOH1* in two human patients with global developmental delay, motor function deficits, pontocerebellar hypoplasia, and hearing loss (*22*). It is thus of great interest and clinical relevance to understand how *Atoh1* shapes proper PN development.

Loss of both copies of *Atoh1* in mice results in complete absence of the PN, whereas loss of one copy of *Atoh1* in mice has no observable change in the PN (*23*), making it difficult to study the function of *Atoh1* during PN development using either the *Atoh1* knockout or the heterozygous mouse model. We previously found that substituting the serine at position 193 with an alanine (S193A) resulted in an *Atoh1* hypomorphic allele (*24*). Mice carrying *Atoh1^S193A^* over an *Atoh1* null allele (*Atoh1^S193A/−^*) showed delayed development in the PN neurons at postnatal day 0 (P0) and impaired motor learning as adults. Given the heterogeneity of the PN neurons, it is unclear whether this hypomorphic mutation affects the development of all PN subtypes equally. In other contexts, we learn that different cell types have differential vulnerability to perturbation in genes implicated in neurodevelopmental disorders (*25*, *26*). For example, despite being expressed in both neurogenic niches, increased level of the transcription factor *Foxg1* compromises the neurogenesis of excitatory neurons but not inhibitory neurons (*26*). We therefore hypothesized that PN subtypes are molecularly distinct and have differential vulnerability to partial loss of function of *Atoh1*.

In this study, we profiled the single-cell transcriptomes of the PN neurons and characterized the molecular and cellular phenotypes of the PN in *Atoh1^S193A/−^* mice at the single-cell resolution. We found cell state–specific roles of *Atoh1* during PN development including regulating cell cycle exit, differentiation, migration, survival, and cellular heterogeneity of the PN neurons. In addition, our single-cell RNA sequencing (scRNA-seq) data revealed six unreported subtypes of the PN neurons at P5 and identified subtype-specific markers. We found that the PN subtypes have differential vulnerabilities to partial loss of function of *Atoh1*. Our study provides comprehensive evidence of how a transcription factor plays multiple roles during neuronal development and demonstrates that neuronal subtypes could have differential sensitivity to perturbation of a gene that is expressed in the precursors of all subtypes.

## RESULTS

### Phospho-mutation of *Atoh1* at serine-193 leads to PN hypoplasia in mice

To test whether partial loss of function of *Atoh1* results in PN abnormalities postnatally, we compared the morphology of the PN in mice with hypomorphic mutation to those in control mice at P0 and P21. We crossed *Atoh1^S193A/+^* mice to *Atoh1^lacZ/+^*, whereby the *lacZ* allele replaced the coding region of *Atoh1*, creating a null allele. Following the tangential migration along the AES (Fig. 1A), most of the PN neurons finished migrating at P0 in control mice (Fig. 1B, left, arrow), with little lacZ signal in the AES (arrowhead). We observed a decreased intensity of the lacZ staining in the PN in *Atoh1^S193A/lacZ^* mice (Fig. 1B, right, arrow), indicating potential neuronal loss at P0 in *Atoh1^S193A/lacZ^* mice. In addition, consistent with our previous study (*24*), we found that there were more *lacZ*^+^ neurons retained at the AES in *Atoh1^S193A/lacZ^* mice (Fig. 1B, right, arrowhead), suggesting a developmental delay or a migration deficit in some PN neurons upon partial loss of *Atoh1* function.

**Fig. 1.**
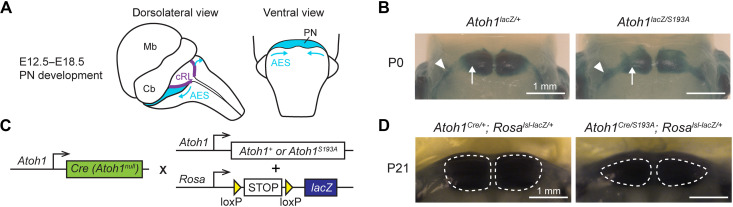
Phospho-mutation of *Atoh1* at serine-193 leads to PN hypoplasia in mice. (**A**) Schematic representation of the PN development in mice. PN neurons migrate from cRL to ventral pons through AES during E12.5 to E18.5. Mb, midbrain; Cb, cerebellum. (**B**) Whole-mount X-galactosidase (X-gal) staining on mouse hindbrain at P0 (ventral view). The arrows and arrowheads denote the neurons at the PN and in the AES, respectively. Scale bars, 1 mm. (**C**) Strategy to label the *Atoh1*-lineage neurons. *Atoh1^Cre/+^* knock-in mouse was crossed with mouse carrying either wild-type or hypomorphic *Atoh1* (*Atoh1^S193A^*) and a Cre-dependent *lacZ* allele. (**D**) Whole-mount X-gal staining on mouse hindbrain at P21 (ventral view). The dashed lines outline the area of the PN. Scale bars, 1 mm.

To test whether those neurons retained at the AES ever reach their destination, we examined the PN morphology at a juvenile age, P21. Given that *Atoh1* is turned off postnatally in the PN, we permanently labeled the *Atoh1*-lineage neurons using a Cre-dependent lacZ reporter (*27*) in combination with an *Atoh1^Cre/+^* knock-in mouse in which one copy of *Atoh1* is functionally a null allele because the Cre replaced the coding region of *Atoh1* (*28*). This allows us to visualize the PN postnatally (Fig. 1C). We found that the size of the PN was reduced in *Atoh1^Cre/S193A^; Rosa^lsl-lacZ/+^* animals compared to *Atoh1^Cre/+^; Rosa^lsl-lacZ/+^* animals (Fig. 1D). We further confirmed this phenotype quantitatively by performing immunofluorescence staining with osteopontin antibody, a pan-PN neuronal marker (fig. S1). These data suggested that partial loss of function of *Atoh1* not only leads to delayed development of PN but also leads to PN hypoplasia in mice reminiscent of the malformation of the PN in patients with *ATOH1* missense variant (*22*). Together, these data reinforced the importance of *Atoh1* in PN development and demonstrated that *Atoh1* hypomorphic allele could provide a useful mouse model to dissect the functions of *Atoh1* during PN development.

### Progression of the PN development is impaired in *Atoh1^S193A/−^* animals

To investigate the mechanisms by which *Atoh1* regulates normal PN development, we performed scRNA-seq in developing hindbrains from control mice and mice with *Atoh1* hypomorphic mutation. We used a Cre-dependent fluorescent reporter (*Rosa^lsl-TdTomato^*) to permanently label *Atoh1*-lineage neurons with *Atoh1^Cre/+^* mice (Fig. 2, A and B). During development, PN progenitors and migrating PN neurons are spatially dispersed between the cRL to ventral pons. Therefore, to ensure that we capture all PN progenitors and migrating neurons, we collected whole hindbrains from *Atoh1^Cre/+^; Rosa^lsl-tdTomato/+^* (hereafter referred to as control) and *Atoh1^Cre/S193A^; Rosa^lsl-tdTomato/+^* (hereafter referred to as *Atoh1^S193A/−^*) embryos. After single-cell dissociation, *Atoh1*-lineage (TdTom^+^) neurons were isolated by fluorescence- activated cell sorting (FACS), followed by scRNA-seq with 10X Genomics Chromium platform (Fig. 2C). We collected samples at two time points, E14.5 and E18.5, to examine the phenotypes of *Atoh1^S193A/−^* mice in the middle and at the end of neurogenesis of the PN neurons, respectively.

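At E14.5, hindbrain cells that carried the tdTomato label of the *Atoh1* lineage were sorted by FACS from 3 control and 3 *Atoh1 S193A/-* embryos, and each embryo gave 1 library on the 10x Genomics Chromium platform. Each *Atoh1 S193A/-* embryo was collected with a control littermate, and libraries with the same replicate number were taken as pairs of littermates. The authors aligned the reads to the mouse genome mm10 with the WPRE sequence added, and their files hold the number of UMIs of each of 31054 genes in each barcode called a cell, without normalization. Total UMIs ranged from 121762137 to 185046778 per control library (median 173991409) and from 159253195 to 193872318 per *Atoh1 S193A/-* library (median 162872383). The median number of UMIs per barcode was 15258.5 ± 899.9 (SD, n = 3) in control and 17403 ± 974 (SD, n = 3) in *Atoh1 S193A/-* libraries. The headers of the files name Cell Ranger 3.1.0 for control libraries 1 and 2 and Cell Ranger 5.0.1 for the other libraries, so only control library 3 shares its software version with the *Atoh1 S193A/-* libraries. The methods name Cell Ranger 5.0.1 alone. The files of control libraries 1 and 2 hold 7972 and 10407 barcodes, which differ slightly from the cell numbers in Table S1. Whether the paper used these same files cannot be told here. Cells with at least 1000 genes and less than 5% mitochondrial UMIs were kept, and the 7.5% of cells of each library with the highest Scrublet doublet scores were removed. The stricter limit of 1% in the methods left 32 to 92 cells per library. Counts were scaled to 10000 UMIs per cell and log transformed, and cells were clustered on 2000 highly variable genes, 30 principal components and 15 neighbors with the Leiden algorithm at resolution 1.0, without the genes named in the text and without integration across libraries. Clusters were named from marker genes alone, and the names end in "-like" because the authors' assignment of single cells was not used here. The library, not the cell, was the unit of every test between genotypes.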

**Fig. 2.**
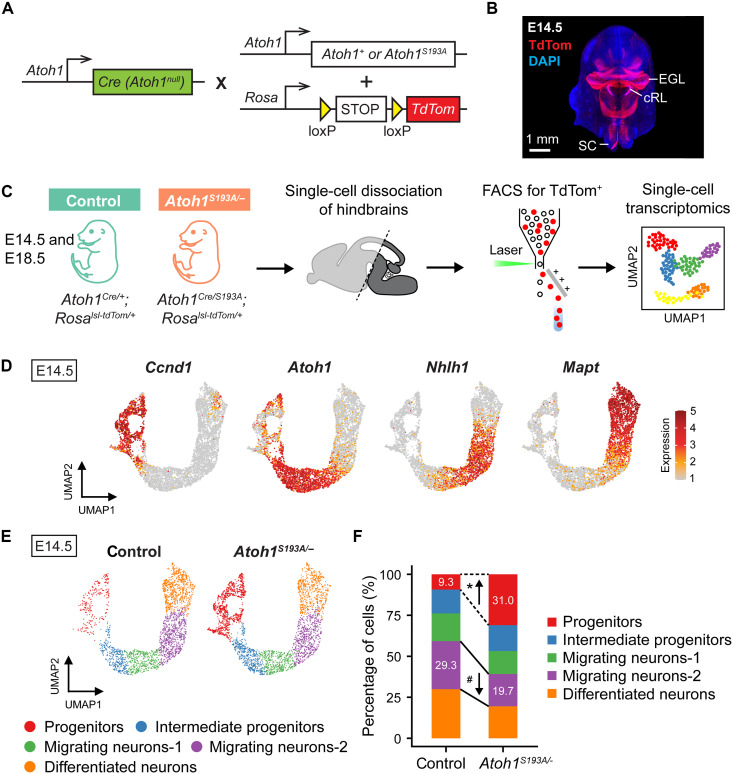
*Atoh1^S193A/−^* animals exhibited an impaired progression of PN development. (**A**) Strategy to label the *Atoh1*-lineage neurons. *Atoh1^Cre/+^* knock-in mouse was crossed with mouse carrying either wild-type or hypomorphic *Atoh1* (*Atoh1^S193A^*) and a Cre-dependent *TdTomato* (*TdTom*) reporter. (**B**) An image of three-dimensional rendering of E14.5 mouse head using lightsheet microscopy (back view). The TdTom represents the *Atoh1*-lineage neurons in developing hindbrain. EGL, external granule layer; SC, spinal cord. (**C**) Workflow for scRNA-seq of *Atoh1*-lineage neurons from E14.5 and E18.5 mouse hindbrain. Hindbrains were collected from E14.5 and E18.5 control and *Atoh1^S193A/−^* embryos (*n* = 3 per genotype for each time point). After enrichment by sorting, single-cell transcription profiles were captured by 10X Genomics Chromium platform. (**D**) Expression levels of the selective markers visualized on uniform manifold approximation and projection (UMAP). *Ccnd1*, *Atoh1*, *Nhlh1*, and *Mapt* are known markers for progenitors, intermediate progenitors, migrating neurons, and differentiated neurons, respectively. (**E**) UMAP of the five cell states identified in developing PN at E14.5 by scRNA-seq. (**F**) Proportion of the cells in each cell state. The arrows indicate the direction of the change in *Atoh1^S193A/−^* animals. *False discovery rate (FDR) < 0.01 and #FDR < 0.05.

We first focused on the E14.5 time point to explore the role of *Atoh1* during PN development. After filtering out low-quality cells (see Materials and Methods), a total of 22,191 cells were retained from control hindbrains, and 22,206 cells were retained from *Atoh1^S193A/−^* hindbrains (*n* = 3 animals per genotype). 

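With these limits, 16168 control and 18257 *Atoh1 S193A/-* cells were kept at E14.5. Control libraries gave between 3248 and 6568 cells (median 6352) and *Atoh1 S193A/-* libraries between 4773 and 6913 (median 6571). The mitochondrial limit moved these numbers most, with 23105 control and 22864 *Atoh1 S193A/-* cells under a limit of 10%, which was chosen after the data had been seen. The median share of mitochondrial UMIs per barcode ranged from 3.67 to 5.07% across the 6 libraries.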

Among the cells in the hindbrain, we identified the PN cells based on the clusters that expressed the established markers of the AES and PN (fig. S2, A to D). This resulted in 2451 control PN cells and 3124 *Atoh1^S193A/−^* PN cells for downstream analyses. 

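The cells kept at E14.5 formed 34 clusters. A cluster was called PN-like when at least 4 of the 6 markers *Hoxb2*, *Hoxb3*, *Hoxb4*, *Hoxb5*, *Pax6* and *Barhl1* lay above their mean over clusters, its mean log-normalized *Pax6* was at least 0.5, and the markers of other *Atoh1*-derived lineages, *Lhx2* and *Reln*, stayed at or below 0.4 of their highest cluster mean. These limits were set after the cluster means had been seen. They kept out 6 clusters in which at least 3 of the 6 markers lay above their mean, and which held 19.7% ± 7.04 (SD, n = 3) of the cells kept from control libraries and 16.8% ± 3.19 (SD, n = 3) of those from *Atoh1 S193A/-* libraries.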

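A total of 4 clusters were PN-like, with 3336 control and 4042 *Atoh1 S193A/-* cells. They made up 21.6% ± 5.73 (SD, n = 3) of the cells kept from control and 22.8% ± 6.74 (SD, n = 3) of those kept from *Atoh1 S193A/-* libraries. Control libraries gave 864, 974 and 1498 PN-like cells, and *Atoh1 S193A/-* libraries gave 1324, 1044 and 1674. The median UMIs of a PN-like cell ranged from 16549 to 19005 across control libraries and from 18460 to 21056 across *Atoh1 S193A/-* libraries.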

After unbiased clustering of the PN cells, we annotated each cluster by the expression of the known markers (Fig. 2D, fig. S2E, and data S1). 

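Clustered again on their own, the PN-like cells formed 18 clusters, each named after the state whose marker genes, taken from the top of the paper's list in data S1, had the highest mean z-score. The UMIs of each state were summed per library, and levels are given as counts per 1000000 UMIs (CPM) of the control libraries. *Ccnd1* (ENSMUSG00000070348, GRCm38 chromosome 7, 144929931 to 144939925) reached 1263 ± 290 CPM (SD, n = 3) in progenitor-like cells and 92.3 ± 2.83 CPM in intermediate progenitor-like cells. *Atoh1* (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245) was at 604 ± 113 CPM (SD, n = 3) in intermediate progenitor-like cells and at 190 ± 51.4 CPM in progenitor-like cells. *Mapt* (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090) was at 1331 ± 34.1 CPM (SD, n = 3) in differentiated neuron-like cells and at 26.2 ± 13.9 CPM in progenitor-like cells. All 6 libraries held cells of all 5 states. These genes were left out of the clustering and of the marker lists that named the states. The lists were found by the authors on the same libraries.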

Cells at different cell states during PN development were fully captured in our dataset, including proliferating progenitors (*Ccnd1*^+^), postmitotic intermediate progenitors (*Atoh1*^high^), migrating neurons (*Nhlh1*^+^), and differentiated neurons (*Mapt*^+^) in both control and *Atoh1^S193A/−^* samples (Fig. 2E). 

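Of the 18 clusters, 3 were named migrating neuron-1-like and 4 migrating neuron-2-like. The share of migrating neuron-1-like cells was 25.3, 11.3 and 21.3% of the PN-like cells of control libraries 1, 2 and 3, and that of migrating neuron-2-like cells was 22.5, 50.1 and 23.9%. Control library 2 thus held more migrating neuron-2-like cells, and its *Atoh1 S193A/-* littermate did as well, at 42.8% against 13.8 and 16.9% in the other *Atoh1 S193A/-* libraries. Differentiated neuron-like cells made up 29.3, 17.8 and 43.4% of the 3 control libraries.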

The migrating neurons constituted the largest population and were divided into two clusters. We therefore annotated the two migrating populations as migrating neurons-1 and migrating neurons-2 based on their maturity. 

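*Nhlh1* (ENSMUSG00000051251, GRCm38 chromosome 1, 172052292 to 172057573) was at 162 ± 10.7 CPM (SD, n = 3 control libraries) in migrating neuron-1-like cells and at 207 ± 13.0 CPM in migrating neuron-2-like cells, against 29.8 ± 14.4 CPM in intermediate progenitor-like and 23.1 ± 3.6 CPM in differentiated neuron-like cells. In migrating neuron-1-like cells, *Atoh1* was at 469 ± 109 CPM and *Mapt* at 95.4 ± 18.46 CPM. In migrating neuron-2-like cells, *Atoh1* had fallen to 64.5 ± 27.6 CPM and *Mapt* had risen to 430 ± 37.9 CPM.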

The migrating neurons-1 are neurons starting to differentiate and migrate away from the cRL (*Atoh1*^low^*Nhlh1*^high^), whereas the migrating neurons-2 are neurons expressing not only high level of the marker for migration but also low level of the differentiated neuronal marker (*Nhlh1*^high^*Mapt* ^low^) (Fig. 2, D and E).

Next, we calculated the percentage of the cells in each cell state in control and *Atoh1^S193A/−^* animals and performed differential abundance test using propeller with speckle R package (*29*). 

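As a stand-in for propeller, the share of each state in each library was taken to the logit scale after adding 0.5 cells, and the genotypes were compared by limma with robust empirical Bayes moderation and Benjamini-Hochberg adjustment over the 5 states. An exact two-sided permutation test of the library shares was run beside it, whose smallest possible p with 3 libraries against 3 is 0.1. On 100 simulated data sets, a change of 1.5 on the logit scale was called in 79% and no change in 1%.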

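Progenitor-like cells made up 8.60% ± 3.20 (SD, n = 3) of the PN-like cells in control and 29.3% ± 2.05 (SD, n = 3) in *Atoh1 S193A/-* libraries. Every *Atoh1 S193A/-* library, at 27.0, 30.3 and 30.7%, lay above every control library, at 8.10, 12.0 and 5.67%. The change was 1.52 on the logit scale (SE 0.48, limma adjusted p = 0.0238, exact permutation p = 0.1). With the littermate pair as a block, the adjusted p was 1.47e-04, and within Cell Ranger 5.0.1, where control library 3 stands alone and is assumed to vary like the others, the difference was 23.6 points (limma adjusted p = 0.0286). Over all alternatives, the difference stayed between 19.0 and 23.6 points, and the adjusted p was highest, at 0.125, without *Atoh1 S193A/-* library 3. Leaving out *Atoh1 S193A/-* library 1 or control library 1 also took the adjusted p above 0.05, to 0.0821 and 0.118. Migrating neuron-2-like cells went from 32.2% ± 15.6 in control to 24.5% ± 15.9 in *Atoh1 S193A/-* libraries, a difference smaller than the spread between replicates (limma adjusted p = 0.446, exact permutation p = 0.5, adjusted p with the block 0.0817). Their share was lower in the *Atoh1 S193A/-* embryo of all 3 pairs, among them pair 3, both of Cell Ranger 5.0.1, with 23.9% in control and 16.9% in *Atoh1 S193A/-*. Against the mean of all 3 *Atoh1 S193A/-* libraries, which includes library 2 with 42.8%, control library 3 was 0.62 points lower (limma adjusted p = 0.923).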

We found that the proportion of the progenitors increased markedly from 9.3 to 31% with a significant decrease in the percentage of the migrating neurons-2 from 29.3 to 19.7% in *Atoh1^S193A/−^* animals (Fig. 2F and fig. S3A). The shift in the proportion of the cells in each state indicates that the progression of the PN development was impaired in *Atoh1^S193A/−^* mice. 

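Intermediate progenitor-like cells rose from 9.80% ± 4.61 to 13.1% ± 3.68 (SD, n = 3 per genotype), whereas migrating neuron-1-like cells went from 19.3% ± 7.23 to 13.1% ± 8.41 and differentiated neuron-like cells from 30.1% ± 12.8 to 19.9% ± 7.62. None of these changes passed the threshold without pairing (limma adjusted p = 0.446 for each, exact permutation p = 0.4 for each). With the littermate pair as a block, the lower shares of migrating neuron-1-like cells and differentiated neuron-like cells passed it (limma adjusted p = 0.0331 and 0.0423), and both were lower in the *Atoh1 S193A/-* embryo of all 3 pairs. Against control library 3 alone, the share of differentiated neuron-like cells fell by 23.5 points and that of migrating neuron-1-like cells fell by 8.16 points (limma adjusted p = 0.185 and 0.542).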

Trajectory analysis with Slingshot (*30*, *31*) showed that in control embryos, more cells progressed further in pseudo-time than in *Atoh1^S193A/−^* embryos (fig. S3, B and C). Collectively, these data demonstrate that partial loss of *Atoh1* function leads to accumulation of the PN progenitors at the expense of the differentiating PN neurons.

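As a stand-in for Slingshot, diffusion pseudotime was computed on 7350 PN-like cells thinned to 5000 UMIs each and turned into percentile ranks from 0 to 100. In order, the mean ranks of the states were 10.2 in progenitor-like, 26.3 in intermediate progenitor-like, 39.2 in migrating neuron-1-like, 61.1 in migrating neuron-2-like and 86.2 in differentiated neuron-like cells. The mean rank of a library was 57.0 ± 5.74 (SD, n = 3) in control and 43.1 ± 1.69 (SD, n = 3) in *Atoh1 S193A/-* libraries (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). Within pairs, the *Atoh1 S193A/-* library ranked lower by differences of -10.0, -12.1 and -19.8 (exact sign-flip p = 0.25, the smallest that 3 pairs allow). Without progenitor-like cells, the mean rank of the remaining 5895 cells was 61.3 ± 4.68 in control and 57.0 ± 1.94 in *Atoh1 S193A/-* libraries (exact permutation p = 0.2). Against control library 3 alone, the difference was -20.6, and -9.73 without progenitor-like cells. With control library 3 left out, it was -10.7, and -1.65 without progenitor-like cells.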

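In the plot of state shares, the progenitor-like state is the one in which the 3 *Atoh1 S193A/-* libraries lie apart from the 3 control libraries. From the larger proportion of progenitors, the smaller proportion of migrating neurons-2 and the shift in pseudo-time (Fig. 2F and fig. S3), the paper concludes that partial loss of *Atoh1* function makes PN progenitors accumulate at the expense of differentiating PN neurons.

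**Figure D1:**
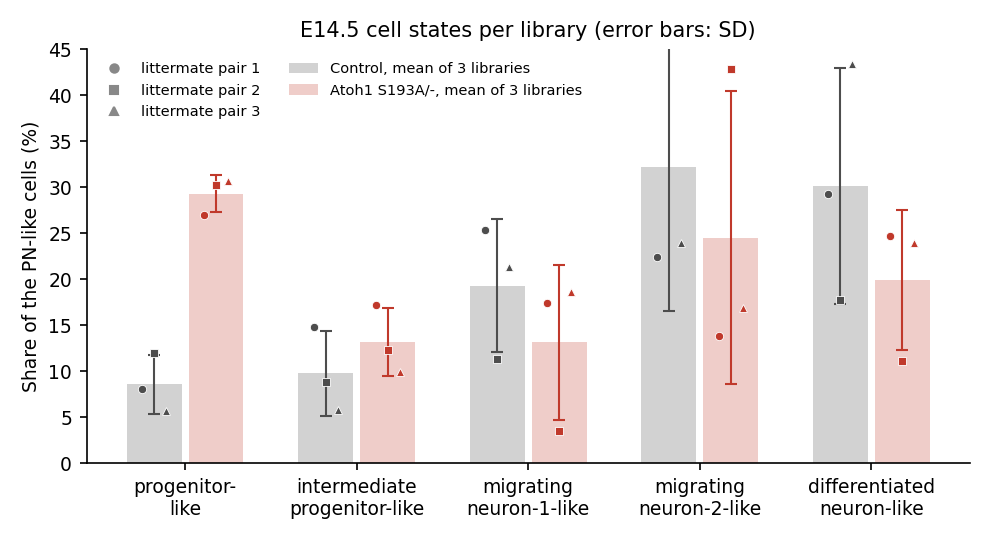
Share of the PN-like cells (vertical axis, %) in each of 5 cell states (horizontal axis) at E14.5. Points are libraries with a shape for each littermate pair, bars are means of 3 libraries and error bars are SD. For migrating neuron-2-like cells, the point of control library 2, at 50.1%, and the top of the control error bar lie above the end of the axis. The progenitor-like shares of the *Atoh1 S193A/-* libraries lie between 27.0 and 30.7% and those of the control libraries between 5.67 and 12.0%.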

### Partial loss of function of *Atoh1* leads to decreased cell cycle exit in PN progenitors and deficits in differentiation and migration

We sought to investigate the mechanisms underlying the altered proportions of the cells in each state in *Atoh1^S193A/−^* animals. While we observed an increased proportion of the proliferating progenitors in *Atoh1^S193A/−^* mice, the proportion of its downstream cell state (i.e., the intermediate progenitors) was not altered (Fig. 2F). Instead, the fraction of the migrating neurons-2 was significantly decreased. Therefore, we proposed two mechanisms underlying the observed phenotypes: Robust function of *Atoh1* is required to (i) drive cell cycle exit and (ii) promote differentiation and migration (fig. S3D). 

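The intermediate progenitor-like share was 14.8, 8.83 and 5.74% in control libraries 1, 2 and 3 and 17.1, 12.4 and 9.92% in their *Atoh1 S193A/-* littermates, so it was higher in the *Atoh1 S193A/-* embryo of all 3 pairs (limma adjusted p with the block 0.104). The rise within Cell Ranger 5.0.1 was 7.40 points (limma adjusted p = 0.185). Taken among the PN-like cells that are not progenitor-like, a denominator chosen after the data had been seen, it rose from 10.7% ± 5.06 to 18.502% ± 4.63 (SD, n = 3; limma adjusted p with the block 0.0646).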

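Among the PN-like cells that are not progenitor-like, migrating neuron-2-like cells made up 35.6% ± 18.51 in control and 34.9% ± 23.1 in *Atoh1 S193A/-* libraries (SD, n = 3; limma adjusted p with the block 0.785), and differentiated neuron-like cells 32.7% ± 12.9 and 28.1% ± 10.5 (0.462). At double the clustering resolution, the share of migrating neuron-2-like cells among all PN-like cells went from 33.6 to 23.8%, with an adjusted p of 0.0601 from limma without the block.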

To validate our scRNA-seq data, we performed immunofluorescence staining and histological analyses on the embryonic tissues. First, we performed immunofluorescence staining for MKI67, a marker for proliferating cells, on E14.5 hindbrains of control and *Atoh1^S193A/−^* animals. On the basis of the staining of ATOH1 and MKI67 at the cRL in control animals (fig. S4), the MKI67^+^ proliferating progenitors and ATOH1^+^ intermediate progenitors reside at the ventromedial and dorsolateral cRL, respectively (Fig. 3A). In control animals, there were only few TdTom^+^ cells at the cRL (Fig. 3B, asterisks), suggesting that the proliferating PN progenitors become postmitotic and leave the cRL upon the onset of *Atoh1* expression. In contrast, there was an increased percentage of the MKI67^+^ cells that overlapped with TdTom at the cRL in *Atoh1^S193A/−^* mice (Fig. 3, B and C), indicating an accumulation of proliferating progenitors at the cRL. The data suggest that robust *Atoh1* function is important for the cycling progenitors to become postmitotic.

**Fig. 3.**
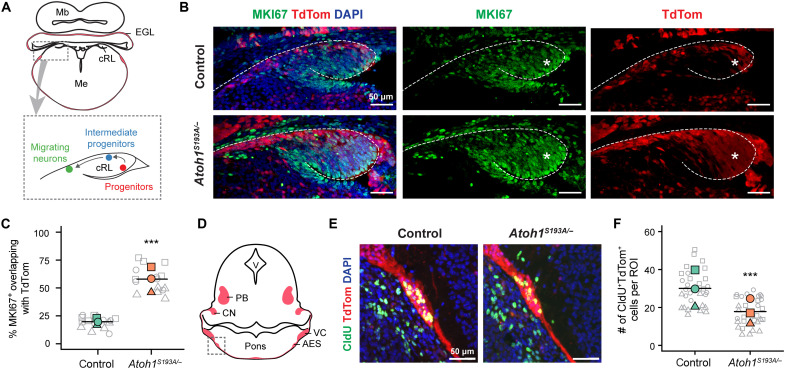
Partial loss of function of *Atoh1* leads to decreased cell cycle exit in PN progenitors and deficits in differentiation and migration. (**A**) Schematic illustration of mouse coronal section at E14.5. The area of cRL was enlarged on the bottom with locations of three cell states being labeled. Me, medulla. (**B**) Immunofluorescence staining of MKI67 on E14.5 mouse brain. The cropped view of cRL in control (top) and *Atoh1^S193A/−^* (bottom) mice. *Atoh1*-lineage neurons were labeled with TdTom, and the nuclei were labeled with 4′,6-diamidino-2-phenylindole (DAPI). The asterisk denotes the progenitors at cRL. Scale bars, 50 μm. (**C**) Quantification of the percentage of MKI67 fluorescence overlapping with TdTom in control and* Atoh1^S193A/−^* mice. The gray symbols represent the five regions of interest quantified from each animal (*n* = 3 per genotype). The average percentage for each animal was shown in colored shape. The crossbar denotes the mean per genotype. ***Χ^2^(1) = 53.95, *P* = 2.06 × 10^−13^ by mixed-model analysis of variance (ANOVA). (**D**) Schematic illustration of coronal section at E14.5. The dashed gray box indicates the region of interest shown in (E). V, ventricle; PB, parabrachial nuclei; CN, cerebellar nuclei; VC, ventral cochlear nucleus. (**E**) Immunofluorescence staining of CldU on E14.5 mouse brain. The areas of AES for control (left) and *Atoh1^S193A/−^* (right) animals were shown. *Atoh1*-lineage neurons were labeled with TdTom, and the nuclei were labeled with DAPI. Scale bars, 50 μm. (**F**) The average number of the CldU^+^TdTom^+^ cells per region of interest (ROI) in control and *Atoh1^S193A/−^* mice. The gray symbols represent the 10 regions of interest quantified from each animal (*n* = 3 per genotype). The average number for each animal was shown in colored shape. The crossbar denotes the mean per genotype. ***Χ^2^(1) = 39.81, *P* = 2.80 × 10^−10^ by mixed-model ANOVA.

Next, to test whether the differentiating and migrating neurons are reduced in *Atoh1^S193A/−^* mice, we used the thymidine analog, 5-chloro-2′-deoxyuridine (CldU) to label and quantify the number of PN neurons born within the 24-hour window between E13.5 and E14.5. We injected the pregnant dams with CldU at E13.5 and harvested the brains from E14.5 embryos. It has been shown that it takes 1 to 2 days for the PN neurons to migrate from cRL to ventral pons (*12*). Consistent with the literature, we found that most of the CldU-labeled PN neurons (CldU^+^TdTom^+^) were located at the AES 24 hours after injection in control animals (Fig. 3, D and E). The number of the CldU^+^TdTom^+^ cells at the AES was significantly reduced in *Atoh1^S193A/−^* mice (Fig. 3F), suggesting that fewer neurons differentiated and migrated away from the cRL in *Atoh1^S193A/−^* animals. These data validate our scRNA-seq data in which we found that migrating population was decreased in *Atoh1^S193A/−^* mice. Together, our data demonstrate that *Atoh1* governs multiple biological processes in addition to specifying PN neurons. *Atoh1* is important for both cell cycle exit of the PN progenitors and the differentiation and migration of the intermediate progenitors.

### The cell state–specific dysregulated pathways in *Atoh1^S193A/−^* mice

To understand how *Atoh1* mediates different biological processes during PN development, we sought to identify the genes that were dysregulated in each cell state in *Atoh1^S193A/−^* mice compared to control mice. 

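As a stand-in for MAST on single cells, the UMIs of each state were summed per library and compared between genotypes by edgeR's quasi-likelihood test with TMM normalization, over genes with a UMI in at least 10% of the cells of a genotype. A gene was called at an FDR under 0.05 and an absolute log2 change above 0.25. The smallest sum held 36 cells. Across the 5 states at E14.5, 7 genes were called. With the littermate pair as a block, 189 genes were called, among them all 7. In data simulated with 2-fold and 4-fold changes and no effect of the litter, the same test recovered 81.5 to 92.5% of 200 changed genes per state. It also called 9 to 22 unchanged genes. Smaller changes were not simulated. Among simulated data sets with pairs, it recovered 54.0 to 63.5% without a block, with 0 to 1 unchanged genes called, and 89.5 to 99.5% with it, with 12 to 22 unchanged genes called. Of the 2-fold changes alone, the fit without a block recovered 12 to 29% in these data sets. A low count without the block therefore leaves room for many missed changes.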

Using differential gene expression analysis, we identified 362 differentially expressed genes (DEGs) [log_2_ fold change (log_2_FC) > 0.25 and false discovery rate (FDR) < 0.05] (data S2). 

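edgeR called 1 gene in progenitor-like, 5 in intermediate progenitor-like, 1 in migrating neuron-1-like, 0 in migrating neuron-2-like and 0 in differentiated neuron-like cells, out of between 9138 and 10096 genes tested per state. At an unadjusted p under 0.05, the numbers were 355, 427, 309, 285 and 204. DESeq2 called 15, 23, 8, 3 and 0 genes. With the littermate pair as a block, edgeR called 64, 144, 6, 7 and 2. Against control library 3 alone, it called 0 in every state, with 372, 365, 189, 187 and 100 genes at an unadjusted p under 0.05. The count in intermediate progenitor-like cells was 40 without *Atoh1 S193A/-* library 2 and 0 without control library 1, and that in progenitor-like cells was 9 without *Atoh1 S193A/-* library 2.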

We found that intermediate progenitors had the highest number of DEGs, followed by migrating neurons-1 and progenitors (Fig. 4A). We verified that the different number of DEGs per cell state was not simply a result of differences in total cell number in each cell state (fig. S5A). 

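With 36 cells drawn per state from each library, edgeR called 7 genes in intermediate progenitor-like cells and 0 in each of the other 4 states. With the littermate pair as a block as well, it called 23 in progenitor-like, 77 in intermediate progenitor-like, 4 in migrating neuron-1-like, 4 in migrating neuron-2-like and 11 in differentiated neuron-like cells. This combination was chosen after the data had been seen.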

The cell states with the greatest transcriptional dysregulation (i.e., progenitors, intermediate progenitors, and migrating neurons-1) also expressed high levels of Atoh1 (Figs. 4A and 2D), which led us to test whether these DEGs were directly regulated by *Atoh1*. 

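In intermediate progenitor-like cells, the called genes were *Ccnd1* with a log2 change of 1.50 (FDR 0.0343), *Dll1* with 1.03 (FDR 0.0343), *Rab15* with -2.56 (FDR 0.0343), *Svil* with -2.27 (FDR 0.00264) and *Mab21l2* with -1.09 (FDR 0.0348). *Necab2* was called in migrating neuron-1-like cells with -1.24 (FDR 0.0420). Each of these changes had the 3 *Atoh1 S193A/-* libraries on 1 side of the 3 control libraries. *Svil* (ENSMUSG00000024236) lies on GRCm38 chromosome 18 from 4920540 to 5119299, *Mab21l2* (ENSMUSG00000057777) on chromosome 3 from 86545581 to 86548629 and *Necab2* (ENSMUSG00000031837) on chromosome 8 from 119446719 to 119472640. Among libraries of Cell Ranger 5.0.1, *Svil* changed by -1.97 and *Dll1* by 1.20, and neither passed the threshold (FDR 0.334 and 0.590).

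**Figure D2:**
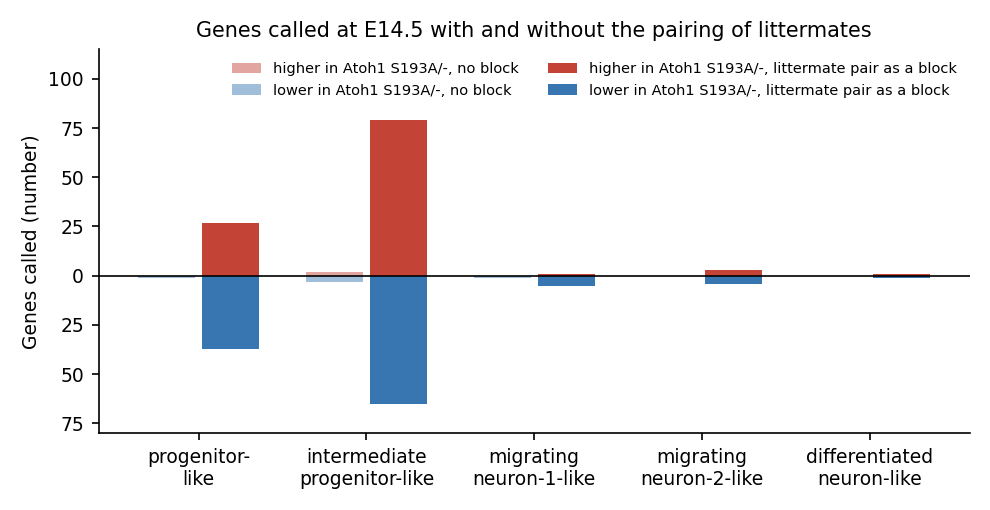
Number of genes called (vertical axis; upward for genes higher and downward for genes lower in *Atoh1 S193A/-* libraries) in each of 5 cell states (horizontal axis) at E14.5, without a block and with the littermate pair as a block. The blocked counts reach 79 higher and 65 lower genes in intermediate progenitor-like cells and 27 higher and 37 lower genes in progenitor-like cells.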

We calculated the percentage of the DEGs that had ATOH1 binding peak(s) identified by ATOH1 chromatin immunoprecipitation sequencing (*32*) and performed enrichment analysis for each cell state. We found a significant enrichment of DEGs with ATOH1-binding in progenitors (47%), intermediate progenitors (48%), and migrating neurons-1 (42%) (Fig. 4B), highlighting the direct impact of *Atoh1* in these cell states. We found several genes that were direct targets of *Atoh1* and have been reported to play a role in PN development (Fig. 4C, shaded box). For instance, *Atoh1*, which is known to regulate itself (*33*), was down-regulated in the progenitors. 

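In progenitor-like cells, *Atoh1* was at 192 ± 48.0 CPM (SD, n = 3) in control and 151 ± 20.1 CPM (SD, n = 3) in *Atoh1 S193A/-* libraries after TMM normalization, a log2 change of -0.35 (SE 0.18, edgeR FDR 1.00 and, with the littermate pair as a block, 0.162). It was lower in the *Atoh1 S193A/-* embryo of all 3 pairs. The log2 change within Cell Ranger 5.0.1 was 0.12. The change was 0.08 in intermediate progenitor-like, 0.14 in migrating neuron-1-like, 0.68 in migrating neuron-2-like and 0.73 in differentiated neuron-like cells, and the rise in migrating neuron-2-like cells passed the threshold with the block (FDR 0.0466). A model over all states tested whether the *Atoh1* change differed from that in progenitor-like cells. This model had no block for the library or the littermate pair, so sums of the same embryo were taken as independent. The difference was 1.00 (SE 0.28) for migrating neuron-2-like and 1.01 (SE 0.34) for differentiated neuron-like cells. edgeR's unadjusted p was 0.00137 and 0.00679, and its FDR over 11269 genes was 0.504 and 0.928. Both passed the threshold when every gene with at least 1 count was tested (FDR 6.48e-10 and 3.45e-06). The differences were then 0.999 and 1.01, about as before, while their SEs fell to 0.136 and 0.167. Passing thus rests on smaller SEs in the same model without a block, and not on a larger effect. Per the paper, *Cre* took the place of the *Atoh1* coding region on the other allele in both genotypes. The *S193A* allele was thus the only one with the coding region in *Atoh1 S193A/-* embryos, and the wild-type allele in control embryos. UMI counts per gene do not show from which allele a transcript came.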

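*Barhl1* (ENSMUSG00000026805, GRCm38 chromosome 2, 28907679 to 28916668) was at 135 ± 20.3 CPM (SD, n = 3) in progenitor-like cells of control and 29.6 ± 4.45 CPM (SD, n = 3) in those of *Atoh1 S193A/-* libraries, a log2 change of -2.20 (SE 0.16, edgeR FDR 8.19e-04). In intermediate progenitor-like cells, it went from 956 ± 107 to 689 ± 48.4 CPM, a log2 change of -0.47 (SE 0.12, edgeR FDR 0.432 and, with the littermate pair as a block, 0.00428). In both states, every *Atoh1 S193A/-* library lay below every control library. Within Cell Ranger 5.0.1, the change in progenitor-like cells was -2.30 (edgeR FDR 0.0538) and that in intermediate progenitor-like cells was -0.28. *Barhl1* was also 1 of the markers that defined the PN-like clusters.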

*Barhl1*, important for migration and survival of the PN neurons (*34*), was down-regulated in both progenitors and intermediate progenitors upon partial loss of *Atoh1* function. 

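*Nhlh1* went from 29.8 ± 14.2 CPM in control to 16.2 ± 17.3 CPM in *Atoh1 S193A/-* intermediate progenitor-like cells (SD, n = 3 per genotype), a log2 change of -0.94 (SE 0.62, edgeR FDR 1.00 and, with the littermate pair as a block, 0.0774), and was lower in the *Atoh1 S193A/-* embryo of all 3 pairs. In migrating neuron-1-like cells, it went from 164 ± 11.4 to 122 ± 25.1 CPM, a log2 change of -0.40 (SE 0.14, edgeR FDR 1.00 and, with the block, 0.672), with every *Atoh1 S193A/-* library below every control library. In migrating neuron-2-like cells, its log2 change was 0.01, from 210 ± 11.7 to 212 ± 17.6 CPM. The changes within Cell Ranger 5.0.1 were -0.33 in intermediate progenitor-like and -0.51 in migrating neuron-1-like cells.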

Last, *Nhlh1*, essential for migration of the PN neurons (*35*), was decreased in the intermediate progenitors and the migrating neurons. Moreover, we also identified other DEGs such as *Pcp4* and *Rab15*, whose roles have not been characterized in PN development but have robust changes in expression levels in multiple cell states (Fig. 4C). 

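*Rab15* (ENSMUSG00000021062, GRCm38 chromosome 12, 76797960 to 76822908) went from 170 ± 30.8 to 29.4 ± 17.9 CPM in intermediate progenitor-like cells (SD, n = 3 per genotype; SE of the log2 change 0.33). Its log2 change was -2.64 in progenitor-like and -1.64 in migrating neuron-1-like cells (edgeR FDR 0.280 and 0.260 and, with the littermate pair as a block, 0.00150 and 0.0131), -0.77 in migrating neuron-2-like and -0.29 in differentiated neuron-like cells. *Pcp4* (ENSMUSG00000090223, chromosome 16, 96467606 to 96525793) went from 55.7 ± 54.1 to 16.4 ± 16.4 CPM in intermediate progenitor-like cells, a log2 change of -1.83 (SE 0.74, edgeR FDR 0.969 and, with the block, 3.82e-04). In migrating neuron-2-like cells, its log2 change was -1.32, and in progenitor-like, migrating neuron-1-like and differentiated neuron-like cells it was -0.49, -0.61 and -0.55. Among libraries of Cell Ranger 5.0.1, *Rab15* changed by -2.23 and *Pcp4* by -0.38 in intermediate progenitor-like cells.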

*Pcp4* has been identified as an *Atoh1* target in cochlear hair cells (*36*). *Rab15* was also reported as an *Atoh1* target in different *Atoh1*-lineage cells including developing cerebellar granule neurons (*32*), Merkel cells (*37*), cochlear hair cells (*36*), and neurons in dorsal neural tube (*38*).

**Fig. 4.**
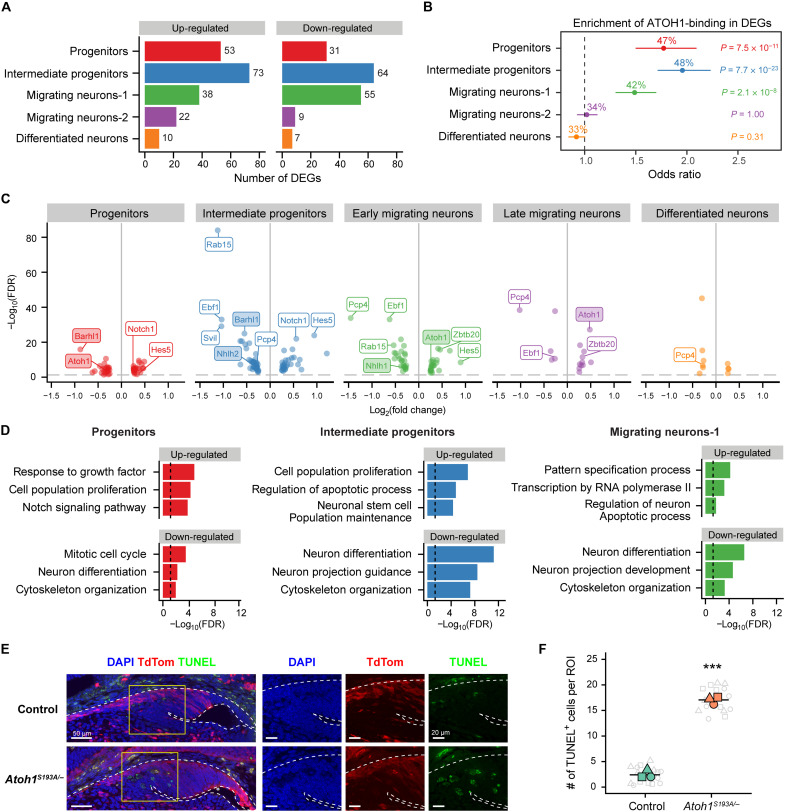
Partial loss of *Atoh1* function leads to multiple dysregulated pathways. (**A**) The number of the up-regulated (left) and down-regulated (right) genes at each cell state in *Atoh1^S193A/−^* compared to control. The DEGs were filtered by log_2_FC > 0.25 and FDR < 0.05. (**B**) The enrichment of the DEGs with ATOH1-binding in each cell state. The percentage of the DEGs with ATOH1-binding peak was shown in number. The odds ratios were presented with 95% confidence interval performed by Fisher’s exact test. *P* value was adjusted by Bonferroni. (**C**) Volcano plot of the DEGs with ATOH1-binding peak grouped by cell state. The shaded box indicates the known *Atoh1* targets that have been reported in PN development. (**D**) Gene ontology (GO) enrichment analysis of the DEGs. The representative biological processes are shown with −log_10_(FDR). (**E**) TUNEL staining on cRL in control (top) and *Atoh1^S193A/−^* (bottom) at E14.5. The *Atoh1*-lineage cells were labeled with TdTom, and the nuclei were stained with DAPI. (**F**) The average number of the TUNEL^+^ cells per region of interest in control and *Atoh1^S193A/−^* mice. The gray symbols represent the five ROIs quantified from each animal (*n* = 3 per genotype). The average number for each animal was shown in colored shape. The crossbar denotes the mean per genotype. ***Χ^2^(1) = 82.41, *P* = 2.20 × 10^−16^ by mixed-model ANOVA.

Next, we focused on the three most affected cell states and performed gene ontology (GO) enrichment analysis to identify the pathways that were dysregulated in *Atoh1^S193A/−^* mice beyond the known *Atoh1* targets (Fig. 4D and data S3). In line with the finding of increased proliferating cells in *Atoh1^S193A/−^* mice, cell proliferation and cell cycle regulation including Notch signaling were among the top enriched GO terms for the up-regulated genes in the progenitor state (Fig. 4D, left). 

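Lists of S phase, G2/M, Notch, cell death and neuron differentiation genes were tested in 3 states by limma's camera with an inter-gene correlation of 0.01, over 15 tests. The Notch list holds *Notch1*, *Dll1*, *Hes1* and *Hes5*, which the paper reports as changed in these libraries. In progenitor-like cells, the S phase genes had a mean log2 change of 0.03, with 25 of 43 genes higher in *Atoh1 S193A/-* libraries (camera FDR 0.359). The G2/M genes had a mean of -0.08, with 13 of 54 higher (camera FDR 0.00183). The Notch genes had a mean of 0.01 and a median of 0.12, with 9 of 14 higher (camera FDR 0.321). Within Cell Ranger 5.0.1, the means were -0.07, -0.21 and 0.16. In intermediate progenitor-like cells, the Notch genes had a mean of 0.38 and a median of 0.25, with 10 of 13 higher (camera FDR 1.27e-04), and without those genes the mean was 0.24, with 6 of 9 higher (camera FDR 0.188). Of the 6 calls that camera made over the 15 tests, this 1 held under fry (FDR 0.0274), and 0 held with an estimated correlation.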

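The neuron differentiation genes had a mean log2 change of -0.45 in progenitor-like cells, with 3 of 13 genes higher in *Atoh1 S193A/-* libraries (camera FDR 1.03e-04). In intermediate progenitor-like cells, the mean was -0.26, with 4 of 15 higher (camera FDR 0.0553 and, with the littermate pair as a block, 0.00238), and it was -0.03 without control library 2. In migrating neuron-1-like cells, it was -0.12, also with 4 of 15 higher (camera FDR 0.00344). Without *Nhlh1*, which the paper reports as changed, the means in these 2 states were -0.18 and -0.10 (camera FDR 0.188 and 0.0370). The means within Cell Ranger 5.0.1 were -0.70, -0.04 and -0.20. fry gave FDRs of 0.418 in progenitor-like and 0.679 in migrating neuron-1-like cells. A list for cytoskeleton organization was not analysed here.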

Consistent with the trajectory analysis that showed an impaired differentiation process in *Atoh1^S193A/−^* mice, down-regulated genes were enriched for neuron differentiation and cytoskeleton organization ontologies across all three cell states (Fig. 4D). These data supported our earlier findings that *Atoh1* plays roles in both cell cycle regulation, neuronal differentiation, and migration. 

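The cell death genes had a mean log2 change of 0.52 and a median of 0.15 in intermediate progenitor-like cells, with 8 of 12 genes higher in *Atoh1 S193A/-* libraries (camera FDR 0.00250 and fry FDR 0.134). The list holds *Hrk*, *Pak3* and *Dap*, which the paper reports as changed in these libraries. Without them, the mean was 0.17 and the median 0.00, with 5 of 9 higher (camera FDR 0.226). The mean of the whole list within Cell Ranger 5.0.1 was 0.39 (camera FDR 0.0630). In migrating neuron-1-like cells, the mean was 0.20, with 8 of 13 higher (camera FDR 0.321), and in progenitor-like cells it was 0.17, with 7 of 13 higher (camera FDR 0.606).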

We found that up-regulated genes in both intermediate progenitors and migrating neurons-1 were enriched for regulators of apoptosis (Fig. 4D, middle and right). For instance, the average level of *Hrk*, a member of proapoptotic *Bcl-2* family, was significantly increased in both intermediate progenitors and migrating neurons-1 in *Atoh1^S193A/−^* mice (fig. S5B). In addition, other genes involved in programmed cell death such as *Pak3* and *Dap* were also up-regulated in the intermediate progenitor state (fig. S5, C and D). These data indicate that *Atoh1* hypomorphic mutation might lead to increased cell death. To test this hypothesis, we performed terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL) assay and found that the number of TUNEL-positive cells was significantly increased in *Atoh1^S193A/−^* mice at the lateral cRL (Fig. 4, E and F), where the intermediate progenitors (*Atoh1*^high^) are located (Fig. 3A and fig. S4). 

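*Hrk* (ENSMUSG00000046607, GRCm38 chromosome 5, 118164648 to 118189478) went from 7.07 ± 5.80 to 68.8 ± 34.2 CPM in intermediate progenitor-like cells (SD, n = 3 per genotype), a log2 change of 3.31 (SE 0.57, edgeR FDR 0.175 and, with the littermate pair as a block, 8.41e-07). In migrating neuron-1-like cells, it went from 14.0 ± 8.20 to 85.9 ± 56.0 CPM, a log2 change of 2.27 (SE 0.48, edgeR FDR 0.779 and, with the block, 0.534). In progenitor-like cells, the log2 change was 2.31 (edgeR FDR 0.280 and, with the block, 0.00569). In all 3 states, every *Atoh1 S193A/-* library lay above every control library, and within Cell Ranger 5.0.1 the change was 2.53 in intermediate progenitor-like and 1.86 in migrating neuron-1-like cells.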

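*Pak3* (ENSMUSG00000031284, GRCm38 chromosome X, 143518591 to 143797796) went from 102 ± 14.3 to 170 ± 19.9 CPM in intermediate progenitor-like cells (SD, n = 3 per genotype), a log2 change of 0.75 (SE 0.14, edgeR FDR 0.181 and, with the littermate pair as a block, 3.82e-04), with every *Atoh1 S193A/-* library above every control library. *Dap* (ENSMUSG00000039168, chromosome 15, 31224314 to 31274341) went from 61.4 ± 19.7 to 77.8 ± 42.3 CPM in the same cells, a log2 change of 0.35 (SE 0.41, edgeR FDR 1.00 and, with the block, 0.493), a difference smaller than the spread between replicates. The changes within Cell Ranger 5.0.1 were 0.55 for *Pak3* and 0.21 for *Dap*.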

The increased cell apoptosis in *Atoh1^S193A/−^* animals may count for the reduced size of PN at older age and suggest that *Atoh1* is important for the survival of the intermediate progenitors. In summary, these data highlight the important roles of *Atoh1* in progenitors, intermediate progenitors, and migrating neurons by regulating cell cycle, differentiation, migration, and survival of the developing PN neurons.

### PN neurons are molecularly heterogeneous

To determine whether the cellular identities of the differentiated PN neurons are altered in *Atoh1^S193A/−^* mice, we performed scRNA-seq in control and *Atoh1^S193A/−^* hindbrains at E18.5, when most of the PN neurons have been born and migrated to the ventral pons. 

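At E18.5, labeled hindbrain cells were sorted from 3 control and 3 *Atoh1 S193A/-* embryos, again paired as littermates, and all 6 files name Cell Ranger 5.0.1. Total UMIs ranged from 130697047 to 155934672 per control library (median 153527507) and from 108239001 to 183911797 per *Atoh1 S193A/-* library (median 122396279). The median number of UMIs per barcode was 13388 ± 1820.3 (SD, n = 3) in control and 11816 ± 1800.1 (SD, n = 3) in *Atoh1 S193A/-* libraries. The limits on cells, the clustering and the tests were those used at E14.5, with *En2* and *Eomes* as the markers of other lineages. Of the barcodes, 15334 control and 16485 *Atoh1 S193A/-* cells were kept, with between 4891 and 5335 cells per control library and between 4004 and 7759 per *Atoh1 S193A/-* library.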

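The cells kept at E18.5 formed 33 clusters, 4 of them PN-like, with 1849 control and 1681 *Atoh1 S193A/-* cells. Control libraries gave 415, 528 and 906 PN-like cells and *Atoh1 S193A/-* libraries 689, 294 and 698. They made up 12.2% ± 5.61 (SD, n = 3) of the cells kept from control and 10.3% ± 3.93 (SD, n = 3) of those kept from *Atoh1 S193A/-* libraries. A further 7 clusters with at least 3 of the 6 markers above their mean were kept out by the limits on markers, and held 16.7% ± 0.762 of the control and 14.3% ± 4.08 of the *Atoh1 S193A/-* cells. The median UMIs of a PN-like cell ranged from 14819.5 to 20160 across control and from 15203.5 to 17311 across *Atoh1 S193A/-* libraries.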

We analyzed 1196 control and 1176 *Atoh1^S193A/−^* PN cells (*n* = 3 animals per genotype) (fig. S6, A to D). After unbiased clustering, we annotated the clusters based on the known marker genes (Fig. 5, A and B). As expected, most of the cells at E18.5 are differentiated neurons marked by *Mapt* expression (Fig. 5A). 

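In control libraries, *Mapt* was at 1988, 2188, 2283 and 2286 CPM in the ePN1-like, ePN2-like, ePN3-like and ePN4-like cells, at 1320 CPM in migrating neuron-like cells, at 105 CPM in intermediate progenitor-like cells and at 71.8 CPM in progenitor-like cells. Cells of the 4 ePN-like subtypes numbered between 188 and 683 per library, out of between 294 and 906 PN-like cells.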

The differentiated neurons were classified into four subtypes (Fig. 5B), suggesting that they are molecularly heterogeneous. 

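The PN-like cells at E18.5 formed 17 clusters. By the mean z-score of marker genes from the paper's lists, 3 of them were named ePN1-like, 3 ePN2-like, 3 ePN3-like, 1 ePN4-like, 3 migrating neuron-like, 1 intermediate progenitor-like and 2 progenitor-like. The remaining cluster, with 0.384% of the PN-like cells of control and 0.565% of those of *Atoh1 S193A/-* libraries on average, was left unnamed. Its highest mean z-score was 0.936, for ePN2, but its leading genes held 0 ePN2 markers and 1 marker of another group.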

We characterized the marker genes for each subtype based on differential gene expression analysis and named the differentiated PN neuron subtypes as embryonic PN1(ePN1) to ePN4 (Fig. 5C, fig. S6E, and data S1). Similar to the E14.5 data, we found a slightly increased proportion of the progenitors in *Atoh1^S193A/−^* mice at E18.5 (Fig. 5D). In addition, the percentage of ePN1 cells was significantly reduced from 14.9 to 5.5% (Fig. 5D and fig. S6F), while there was no significant change in other ePN subtypes. These data indicate that ePN subtypes have differential vulnerability to the *Atoh1* hypomorphic mutation.

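Progenitor-like cells made up 5.96% ± 1.73 (SD, n = 3) of the PN-like cells of control and 8.07% ± 3.86 (SD, n = 3) of those of *Atoh1 S193A/-* libraries at E18.5 (limma adjusted p = 0.587, exact permutation p = 0.5). The *Atoh1 S193A/-* libraries held 9.29, 3.74 and 11.2% and their control littermates 4.82, 5.11 and 7.95%, so the share was higher in the *Atoh1 S193A/-* embryo of 2 of the 3 pairs. A test of the difference between the stages gave a genotype effect on the logit scale that was smaller at E18.5 by -1.27 (SE 0.46, p = 0.0238 from limma; exact permutation p of the pair differences 0.1, the smallest possible). With the littermate pair as a block, p was 0.0105. It was 0.0549 without E14.5 control library 3 and 0.0558 without E18.5 control library 3. In control libraries, *Atoh1* was at 3.16 ± 0.953 CPM and *Ccnd1* at 225 ± 87.6 CPM in these E18.5 cells.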

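The ePN1-like share was 18.3% ± 2.94 (SD, n = 3) in control and 7.2% ± 0.718 (SD, n = 3) in *Atoh1 S193A/-* libraries, a change of -1.05 on the logit scale (SE 0.17, limma adjusted p = 0.00819, exact permutation p = 0.1). Each *Atoh1 S193A/-* library, at 6.39, 7.48 and 7.74%, lay below each control library, at 18.8, 15.2 and 21.0%. The change stayed past the threshold under all 18 alternatives run, with adjusted p values from 0.00224 to 0.0491. The ePN2-like share went from 25.7% ± 4.18 to 31.2% ± 2.40, the ePN3-like share from 17.5% ± 1.44 to 20.3% ± 3.84 and the ePN4-like share from 3.19% ± 2.02 to 4.75% ± 2.25 (limma adjusted p = 0.539 for each). Migrating neuron-like cells made up 25.9% ± 9.09 and 25.5% ± 7.70 (limma adjusted p = 0.977). Whether the change of ePN1-like cells differed from that of the other subtypes was not tested on its own.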

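The plot of E18.5 shares has the ePN1-like cells as the state or subtype in which the genotypes do not overlap and limma's adjusted p passed the threshold. From the lower proportion of ePN1 and the absence of a significant change in the other ePN subtypes, the paper concludes that ePN subtypes differ in their vulnerability to the hypomorphic mutation.

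**Figure D3:**
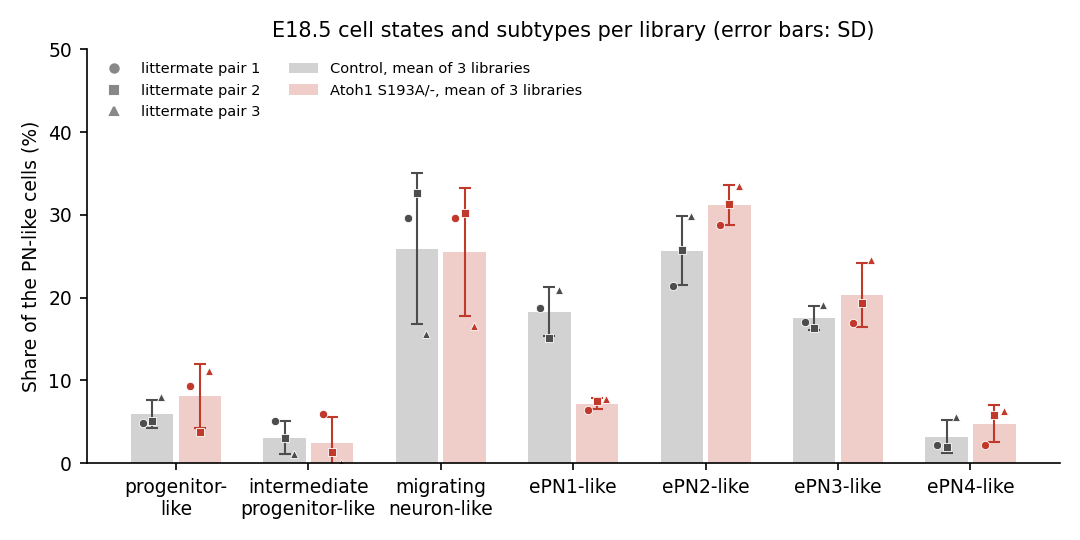
Share of the PN-like cells (vertical axis, %) in each of 7 cell states and subtypes (horizontal axis) at E18.5. Points are libraries with a shape for each littermate pair, bars are means of 3 libraries and error bars are SD; the ePN1-like shares lie between 15.2 and 21.0% in control and between 6.39 and 7.74% in *Atoh1 S193A/-* libraries.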

**Fig. 5.**
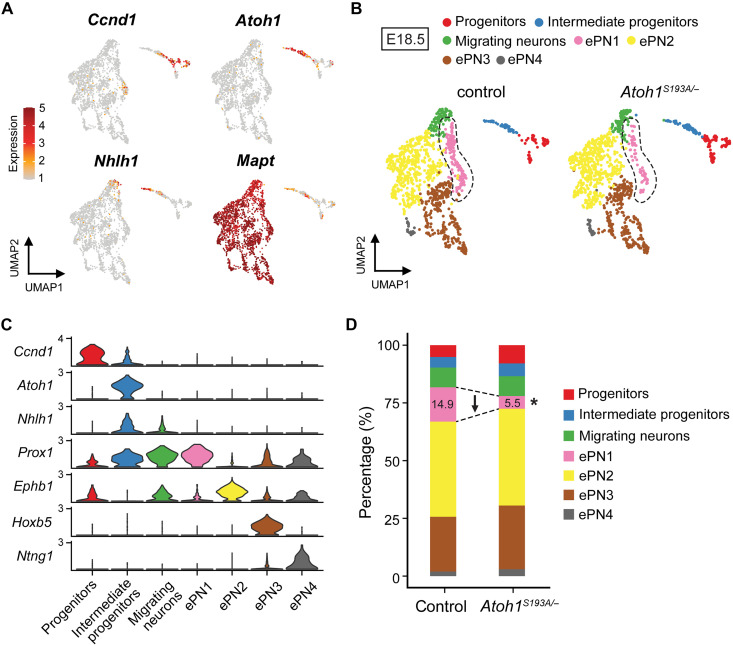
PN neurons at E18.5 are heterogeneous and exhibit differential vulnerability to *Atoh1* hypomorphic mutation. (**A**) Expression levels of the selective markers visualized on UMAP. *Ccnd1*, *Atoh1*, *Nhlh1*, and *Mapt* are known markers for progenitors, intermediate progenitors, migrating neurons, and differentiated neurons, respectively. (**B**) UMAP of the major cell states and ePN subtypes at E18.5. The dashed line denotes the subtype that was significantly reduced in *Atoh1^S193A/−^* mice. (**C**) Violin plot showing the expression levels of the marker genes. *Prox1*, *Ephb1*, *Hoxb5*, and *Ntng1* are the marker genes for ePN1, ePN2, ePN3, and ePN4, respectively. (**D**) Proportion of the cells in each cell state and PN subtype. The arrow indicates the direction of the change in *Atoh1^S193A/−^* animals. *FDR < 0.01.

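In control libraries, *Prox1* (ENSMUSG00000010175, GRCm38 chromosome 1, 190118035 to 190170714) was at 277 ± 19.6 CPM (SD, n = 3) in ePN1-like cells, 24.2 in ePN2-like, 97.7 in ePN3-like and 51.5 in ePN4-like cells, and at 251 CPM in migrating neuron-like cells. *Ephb1* (ENSMUSG00000032537, chromosome 9, 101922128 to 102354693) was at 207 ± 37.6 CPM in ePN2-like cells and at most 50.2 CPM in the other subtypes. *Hoxb5* (ENSMUSG00000038700, chromosome 11, 96303336 to 96306121) was at 178 ± 14.8 CPM in ePN3-like cells and at most 37.9 CPM in the others. *Ntng1* (ENSMUSG00000059857, chromosome 3, 109780040 to 110144011) was at 86.2 ± 18.55 CPM in ePN4-like cells, of which 2 control libraries held at least 10, and at most 26.6 CPM in the others. The 4 genes were left out of the clustering and of the lists that named the subtypes.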

To test whether the differential vulnerability of the PN subtypes in *Atoh1^S193A/−^* embryos proceeds to the postnatal stage, we first determined whether the PN neurons maintained their molecular heterogeneity at P5. 

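At P5, labeled cells of the dissected PN of pooled control mice gave 2 libraries, and the files are UMI counts of the same 31054 genes. The libraries had 236964126 and 160411671 UMIs and a median of 8433 and 9835 UMIs per barcode. With the limits used for the embryos, 14006 cells were kept and formed 31 clusters. A cluster was PN-like when at least 6 of the 8 markers *Barhl1*, *Pax6*, *Hoxb3*, *Hoxb4*, *Zic1*, *Ppp1r14c*, *Slc17a6* and *Mapt* lay above their mean over clusters. There were 10 PN-like clusters with 5067 and 3143 cells, 58.8% ± 1.03 (SD, n = 2 libraries) of the cells kept. Their median UMIs per cell were 27652 and 30368. A further 5 clusters with at least 4 of the 8 markers above their mean, holding 14.8% ± 5.91 of the cells, were kept out by this limit or by markers of other lineages.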

We enriched the PN neurons by dissecting and pooling the PN from control mice at P5 (*n* = 11 to 13 per replicate) and performed scRNA-seq for TdTom^+^ cells. 

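Clustered on their own, the PN-like cells at P5 formed 19 clusters. By the paper's marker lists, 2 were named PN1-like, 2 PN2-like, 3 PN3-like, 3 PN4-like, 2 PN5-like and 2 PN6-like. The other 5 clusters, with 18.1% ± 4.09 (SD, n = 2) of the PN-like cells, were left unnamed. The leading genes of each held 0 markers of its best-scoring subtype and at least 1 marker of another group. A low score was not the reason in each, since the largest, with 653 cells, had a mean z-score of 0.754 for PN3. The share of PN3-like cells thus depends on leaving it unnamed.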

Six PN subtypes (PN1 to PN6) were uncovered using unbiased clustering (Fig. 6A), suggesting that PN neurons maintained molecularly distinct at P5. In addition, we identified the marker genes for each subtype by differential gene expression analysis (Fig. 6B, fig. S7A, and data S1). 

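*Sst* was at 1843 ± 263 CPM (SD, n = 2) in PN1-like cells, *Hoxb5* at 120 CPM in PN4-like, *Nr2f2* at 170 CPM in PN5-like and *Etv1* at 106 CPM in PN6-like cells. PN1-like cells made up 20.0% ± 1.32, PN2-like 15.6% ± 3.15, PN3-like 17.5% ± 0.595 and PN4-like 14.9% ± 0.573 of the PN-like cells (SD, n = 2).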

Notably, several PN subtypes at P5 share similar markers with those at E18.5 (figs. S6E and S7A), indicating that PN subtypes might be conserved between these two time points. Thus, we performed Friedman-Rafsky (FR) test to match the cell type in E18.5 and P5 datasets (*39*). 

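As a stand-in for the FR test, the mean profiles of the E18.5 subtypes of control libraries and of the P5 subtypes were centered and correlated across 609 genes that were highly variable at both stages. A correlation across genes describes the similarity of profiles, and genes are not independent replicates. Some genes stand in the naming lists of both stages, such as *Kctd12* and *Meis2* in those of ePN1 and PN3, so the names and the correlations are not independent.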

We found concordant signatures between the two time points (Fig. 6C), suggesting that the PN neurons have partially acquired their molecular signatures by E18.5. 

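For ePN1-like cells, the closest P5 subtype was PN3-like (r = 0.632 ± 0.0279, SD over 3 single control libraries), followed by PN5-like (0.361). ePN2-like cells were closest to PN1-like (0.566 ± 0.0721), ePN3-like to PN4-like (0.740 ± 0.0164) and ePN4-like to PN6-like cells (0.435 ± 0.0342). The same P5 subtype was closest to each E18.5 subtype with Spearman's correlation, with marker genes in place of highly variable genes, with the *Atoh1 S193A/-* in place of the control libraries and without each control library. PN2-like cells had no correlation above 0.160, which was with ePN2-like cells. Of these closest pairs, only ePN1 with PN3 is also among the pairs that the paper's test on cells gave. From the concordant signatures of the 2 time points, the paper proposes that PN neurons have partly acquired their molecular signatures by E18.5.

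**Figure D4:**
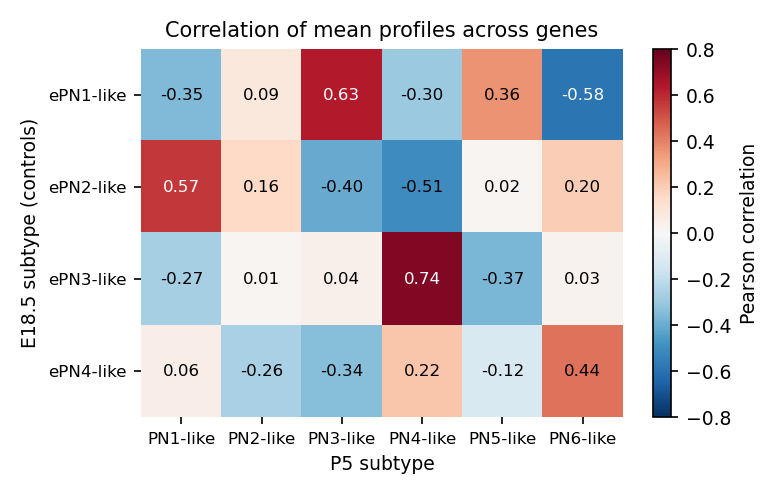
Pearson correlation across genes (color and printed value) of the mean profile of each E18.5 subtype of control libraries (vertical axis) with that of each P5 subtype (horizontal axis). The highest value in each E18.5 subtype is between 0.435 and 0.740.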

Notably, we did not find a matched cell type for PN5 and PN6 in the E18.5 data (Fig. 6C). 

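PN6-like cells had ePN4-like cells as their closest E18.5 subtype, and PN5-like cells had ePN1-like cells. Among single clusters of E18.5, however, PN6-like cells correlated most with a cluster of the ePN2-like cells (0.483). Their correlation with the ePN4-like cluster was 0.403, so the closest match of PN6-like cells depends on the grouping. Against single clusters of E18.5, PN5-like cells correlated at 0.700 with 1 cluster of the ePN1-like cells, which held 83 control and 36 *Atoh1 S193A/-* cells, and at 0.182 with the next best cluster. This comparison with single clusters was also made with marker genes and with *Atoh1 S193A/-* libraries, and the lowest correlation with the best cluster was 0.694.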

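PN5-like cells made up 7.34% ± 1.00 and PN6-like cells 6.66% ± 0.651 (SD, n = 2 libraries) of the PN-like cells at P5.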

Given that PN5 and PN6 are two of the smallest populations among all subtypes, those two subtypes could be underrepresented in the E18.5 data due to the low total number of the PN neurons being sampled. Together, these data confirm that differentiated PN neurons are molecularly heterogeneous at both E18.5 and P5. Moreover, the preferential loss of ePN1 subtype at E18.5 in *Atoh1^S193A/−^* embryos spurred our interest in testing whether the six PN subtypes at P5 are affected by *Atoh1* hypomorphic mutation equally.

**Fig. 6.**
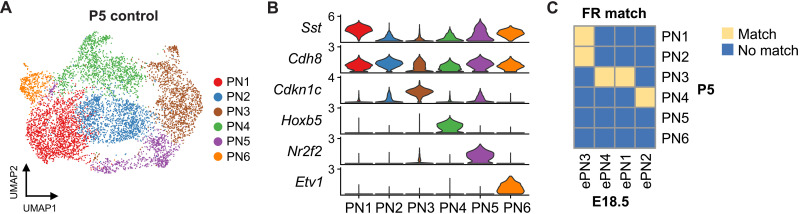
scRNA-seq reveals six PN subtypes in mice at P5. (**A**) UMAP of the major subtypes of the PN neurons at P5. (**B**) Violin plot showing the expression levels of the marker genes for each PN subtype. (**C**) Matching the cell type between E18.5 ePN subtypes and P5 PN subtypes by FR test.

### The six molecularly defined PN subtypes are spatially segregated

We ultimately wanted to test whether the six PN subtypes were differentially compromised in the *Atoh1^S193A/−^* mice. However, examining the cellular phenotypes in PN subtypes is challenging without knowing where those subtypes are located. Unlike the well-characterized laminated structure in the cerebral cortex, cerebellum, and retina, the cellular organization of the PN has not been delineated. Thus, we first characterized the anatomic location of the six PN subtypes in control animals and then used the spatial information to identify the cellular phenotypes in *Atoh1^S193A/−^* animals. We performed fluorescence RNA in situ hybridization (ISH) with RNAScope HiPlex assay on serial coronal sections from control mouse brain at P5 (Fig. 7A). We used *TdTom* probes to label *Atoh1*-lineage neurons and define the region of interest (i.e., PN). By binning the images, we calculated the average expression of the marker genes within each bin across the PN (Fig. 7B). We found that all the markers exhibit spatial specificity except *Cdh8*. For example, *Hoxb5* is expressed in the caudal part of the PN, which is consistent with the previous study (*14*). Another marker, *Etv1*, is highly expressed in a restricted part of the medioventral PN. In contrast, *Cdh8* is globally expressed across PN, which is expected based on our P5 scRNA-seq data (Fig. 6B). 

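*Cdh8* (ENSMUSG00000036510, GRCm38 chromosome 8, 99024471 to 99416471) was at 121, 189, 118, 72.3, 158 and 118 CPM in PN1-like to PN6-like cells, against 6.22 CPM in microglia-like cells of the same libraries. At least 1 UMI of it was found in between 68.6 and 95.0% of the cells of a subtype, whose median depth was between 23995 and 45266 UMIs. In microglia-like cells, 6.75% had a UMI of it at median depths of 10925 and 11464 UMIs in the 2 libraries.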

Notably, we found that *Somatostatin* (*Sst*), a neuropeptide that is typically expressed in inhibitory neurons, is expressed in a subset of the PN neurons that exhibit a shell-like pattern at the rostral PN (Fig. 7B). To date, there are only few studies showing that *Sst* is coexpressed in subsets of excitatory neurons in pre-Bötzinger complex, lateral hypothalamus, and dorsolateral periaqueductal gray matter (*40*–*42*). 

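*Slc17a6* (ENSMUSG00000030500, GRCm38 chromosome 7, 51622006 to 51671119) was between 231 and 319 CPM in the 6 PN-like subtypes at P5 and at 13.1 CPM in microglia-like cells. *Sst* (ENSMUSG00000004366, chromosome 16, 23889573 to 23890958) was at 264, 92.1, 239, 1112 ± 75.7 and 523 CPM in PN2-like to PN6-like cells and at 26.8 CPM in microglia-like cells. With every cell thinned to 3000 UMIs, so that depths are equal, *Sst* had a UMI in 88.9% of PN1-like, 54.3% of PN5-like, 60.1% of PN6-like and 13.7% of PN3-like cells, against 7.33% of microglia-like cells. Both genes had a UMI in 20.6 and 21.8% of all thinned PN-like cells of the 2 libraries, against 0.979 and 0% of the thinned microglia-like cells. An *Sst* UMI, with or without *Slc17a6*, was counted in 43.4 and 43.2% of all thinned PN-like cells, and a *Slc17a6* UMI, with or without *Sst*, in 49.2 and 53.5%.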

Here, we demonstrated that *Sst* is coexpressed in a subset of *Slc17a6*^+^ [Vesicular Glutamate Transporter 2 (VGLUT2^+^)] PN neurons (fig. S7, B and C).

**Fig. 7.**
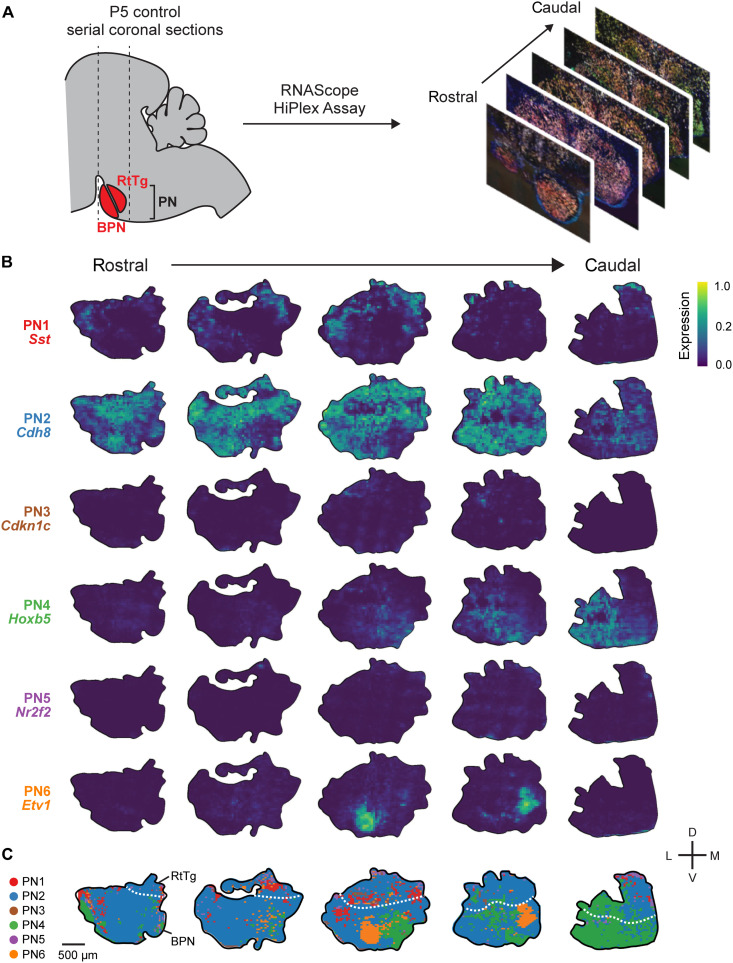
The spatial map of the PN subtypes in mice at P5. (**A**) Workflow of the RNAScope HiPlex Assay on P5 control mouse. (**B**) Expression patterns of the selective markers for each PN subtype across the rostral to caudal axis of the PN. (**C**) Schematic summary of the distribution of the PN subtypes across the PN. The dashed line denotes the border between RtTg and BPN.

To find the corresponding PN subtypes between ISH and scRNA-seq data, we implemented *K*-nearest neighbor classification method to annotate the six PN subtypes on the representative regions of interest (Fig. 7C). 

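The paper's classifier used 9 transcripts, with a stated accuracy of 80%. Here a classifier on 6 transcripts (*Sst*, *Cdh8*, *Cdkn1c*, *Hoxb5*, *Nr2f2* and *Etv1*) was run for 6779 PN-like cells with a subtype name, with the paper's 25 neighbors and 6 folds, so its accuracy and the paper's do not have the same inputs. It returned the right subtype for 71.5% ± 0.858 (SD over 6 folds) of the cells, where the largest subtype makes up 24.5%. By subtype, it found 86.3% of PN1-like, 63.7% of PN2-like, 80.5% of PN3-like, 68.7% of PN4-like, 54.3% of PN5-like and 47.1% of PN6-like cells. Trained on 1 library and tested on the other, it was right for 71.0%. Thinning each cell to 3000 UMIs moved it most, to 53.5%. The imaging data it was applied to were not analysed here.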

PN neurons have been categorized into two nuclei, RtTg and BPN, based on their anatomic location. However, there has been no evidence showing that they are molecularly different. We found that PN6 is largely restricted to BPN, while PN3 and PN5 mostly reside at RtTg. In contrast, PN1, PN2, and PN4 are distributed across both nuclei. These findings suggest that RtTg and BPN have both shared and distinct neuronal subtypes. Together, our ISH data validate the expression of the marker genes identified by scRNA-seq and establish the spatial map of the PN subtypes that provides a higher resolution of the cytoarchitecture in the PN.

### PN subtypes have differential vulnerability to *Atoh1* hypomorphic mutation

With the spatial map of the PN subtypes being established, we next performed fluorescence ISH to characterize PN subtypes in control and *Atoh1^S193A/−^* animals at P5. First, we used *TdTom* probes to identify PN across serial coronal sections. On the basis of the anatomic landmarks other than PN, we aligned the sections from different animals to proximity and quantified the size of PN in control and *Atoh1^S193A/−^* animals. Consistent with the whole-mount lacZ staining at P21 (Fig. 1D), we observed a reduced size of PN in *Atoh1^S193A/−^* animals at P5 (Fig. 8A). Moreover, we found that the caudal PN were most affected with 80% reduction at the most caudal section, while there is no significant difference at the rostral PN (Fig. 8, A and B).

**Fig. 8.**
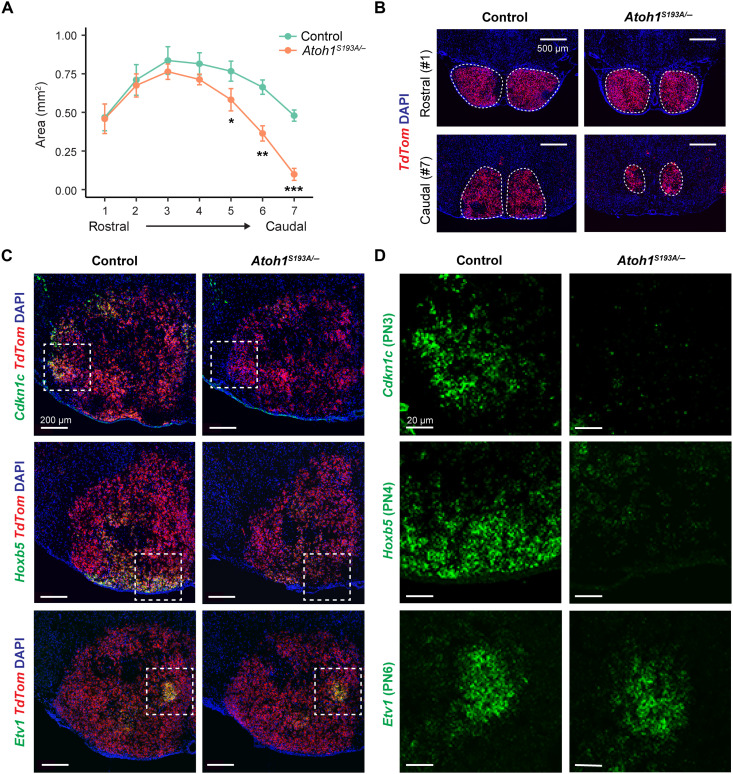
PN subtypes have different vulnerabilities to *Atoh1* hypomorphic mutation. (**A**) The size of the PN was determined by the areas across seven coronal sections (*n* = 3 per genotype). Data are presented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001 by two-tailed unpaired *t* test. (**B**) Representative RNA ISH images for the most rostral (top) and the most caudal (bottom) sections from control (left) and *Atoh1^S193A/−^* (right) mice at P5. The PN neurons were labeled with *TdTom* probes. The nuclei were stained with DAPI. The dashed line encloses the area of the PN. Scale bars, 500 μm. (**C**) RNA ISH on control (left) and *Atoh1^S193A/−^* (right) mice at P5 using *Cdkn1c* (top), *Hoxb5* (middle), and *Etv1* (bottom) probes. PN neurons were labeled with *TdTom* probes. The nuclei were stained with DAPI. The box denotes the area shown in (D). Scale bars, 200 μm. (**D**) The zoom-in view of PN from the boxes in (C). The expression of *Cdkn1c* (top), *Hoxb5* (middle), and *Etv1* (bottom) were shown in green. Scale bars, 20 μm.

Given that different PN subtypes exhibit spatial specificity along the rostral-caudal axis (Fig. 7C), we hypothesized that the PN subtypes are differentially affected in *Atoh1^S193A/−^* mice. We thus examined three PN subtypes (PN3, PN4, and PN6) in control and *Atoh1^S193A/−^* at P5 by performing dual ISH using *TdTom* probes and marker genes *Cdkn1c*, *Hoxb5*, and *Etv1*, respectively. 

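*Cdkn1c* (ENSMUSG00000037664, GRCm38 chromosome 7, 143458339 to 143461050) was at 428 ± 46.4 CPM (SD, n = 2 libraries) in PN3-like cells at P5 and between 9.15 and 81.0 CPM in the other 5 subtypes. In control libraries at E18.5, it was at 539 ± 74.5 CPM (SD, n = 3) in ePN1-like, 190.96 in ePN2-like, 308 in ePN3-like and 212 in ePN4-like cells. In all differentiated PN-like cells of E18.5 together, it went from 314 CPM in control to 205 CPM in *Atoh1 S193A/-* libraries, a log2 change of -0.62 (edgeR FDR 0.0255). Within ePN1-like cells, the log2 change was -0.23 (SE 0.12, edgeR FDR 0.916), from 537 ± 82.7 to 452 ± 81.9 CPM, and within ePN3-like cells it was -0.68 (edgeR FDR 0.0287). At E18.5, *Cdkn1c* is 1 of the marker genes by which clusters were named ePN1-like, and at P5 it was left out of the clustering and of the naming lists.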

*Cdkn1c* is the marker gene for PN3 subtype, which matches ePN1 subtype at E18.5 (Fig. 6C) and is predicted to be reduced in *Atoh1^S193A/−^* animals according to our E18.5 scRNA-seq data (Fig. 5D). Moreover, on the basis of the spatial map of the PN (Fig. 7C) and the selective loss of the caudal PN in *Atoh1^S193A/−^* mice (Fig. 8, A and B), we predicted that *Hoxb5*^+^ (PN4) was compromised by partial loss of function of *Atoh1*. Last, to test whether there is one subtype that is not sensitive to *Atoh1* hypomorphic mutation, we chose *Etv1*^+^ subtype (PN6). Given its specific location within the PN (Fig. 7C), changes in PN, if any, should be easily detected. We examined serial sections across the whole PN to exclude the possibility that certain subtype might be mislocated. We found fewer *Cdkn1c*^+^*TdTom*^+^ PN3 neurons in *Atoh1^S193A/−^* mice, accompanied by reduced size in the area where the Cdkn1c^+^ PN3 neurons are normally located in controls (Fig. 8, C and D, top). *Hoxb5*^+^*TdTom*^+^ PN4 neurons were also reduced in *Atoh1^S193A/−^* animals at the caudal sections (Fig. 8, C and D, middle). In contrast, *Etv1*^+^*TdTom*^+^ PN6 neurons were not affected in *Atoh1^S193A/−^* animals (Fig. 8, C and D, bottom). Together, these data demonstrated that although all PN subtypes were derived from *Atoh1*^+^ progenitors, certain PN subtypes such as PN3 and PN4 neurons were more vulnerable to partial loss of function of *Atoh1*, suggesting that the robustness of *Atoh1* function is critical for PN subtype cell fate decisions.

## DISCUSSION

In this study, we used a mouse model carrying an *Atoh1* hypomorphic mutation and implemented scRNA-seq technology to elucidate the roles of *Atoh1* in different cell states during PN development. We demonstrate that *Atoh1* is involved in multiple biological processes including regulating the cell cycle, differentiation, cell survival, migration, and the heterogeneity of the PN neurons. Moreover, we show that *Atoh1*-lineage PN neurons are classified as six subtypes based on their molecular signatures and provide a list of marker genes for future studies. PN subtypes display differential vulnerability to *Atoh1* hypomorphic mutation, which opens up questions such as how cell fate decisions are made and how perturbation of a transcription factor results in subtype-specific phenotypes.

### The interplay between *Atoh1* and Notch signaling

One interesting phenotype that we observed in *Atoh1^S193A/−^* mice was the marked increase in proliferating progenitors (Figs. 2F and 3B), suggesting that *Atoh1* might promote cell cycle exit. In addition, differential gene expression analysis revealed several dysregulated pathways including up-regulated Notch signaling in the proliferating progenitors (Fig. 4D). The interaction between *Atoh1* and Notch signaling has been demonstrated in the mammalian intestine (*43*, *44*). In the epithelium lining the crypts in the small intestine, the stem cells differentiate into secretory cells when they escape Notch activation by up-regulation of *Atoh1*. In contrast, the stem cells in which Notch is activated remain as progenitors at the crypts where *Wnt* is high. Here, we hypothesize that in cRL, partial loss of function of *Atoh1* leads to failure to escape Notch activation, which maintains the cells at the proliferating state. In line with this hypothesis, we observed up-regulation of the Notch receptor *Notch1* and its ligand *Dll1* as well as genes downstream from active Notch signaling including *Hes1* and *Hes5* in the proliferating progenitors of *Atoh1^S193A/−^* mice (data S2). Moreover, a recent study in zebrafish showed that inhibition of Notch activity at lower RL led to increased *atoh1b^+^* postmitotic precursors at the expense of *atoh1a^+^* proliferating progenitors (*45*). This study also supports our hypothesis that *Atoh1* and Notch antagonize each other at the cRL in mammals.

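In progenitor-like cells at E14.5, *Notch1* (ENSMUSG00000026923, GRCm38 chromosome 2, 26457903 to 26516663) went from 110 ± 16.8 to 137 ± 16.2 CPM (SD, n = 3 per genotype), a log2 change of 0.33 (SE 0.15, edgeR FDR 1.00 and, with the littermate pair as a block, 0.133), and was higher in the *Atoh1 S193A/-* embryo of all 3 pairs. *Dll1* (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872) went from 35.5 ± 6.77 to 28.7 ± 11.9 CPM, a log2 change of -0.33 (SE 0.29, edgeR FDR 1.00), and its change was 0.37 with the same number of cells drawn from each library. *Hes1* (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) had a log2 change of 0.16 (SE 0.15, edgeR FDR 1.00), smaller than the spread between replicates. *Hes5* (ENSMUSG00000048001, chromosome 4, 154960923 to 154962371) went from 682 ± 155 to 882 ± 202 CPM, a log2 change of 0.37 (SE 0.19, edgeR FDR 1.00 and, with the block, 0.0343), and was higher in the *Atoh1 S193A/-* embryo of all 3 pairs. Within Cell Ranger 5.0.1, the changes were 0.14 for *Notch1*, -0.41 for *Dll1*, 0.47 for *Hes1* and 0.43 for *Hes5*.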

### The molecular heterogeneity of the PN neurons

One of the most puzzling questions in neurobiology is how to define a neuronal subtype. In the case of the PN, they have been considered as a group of heterogeneous neurons based on their anatomical location, origins at the cRL, and functions based on the cortico-ponto-cerebellar connectivity (*13*–*16*, *46*). However, whether the PN neurons can be further defined by their molecular signature has not been shown. scRNA-seq provides a powerful approach to classify the cell type unbiasedly based on transcription profiles. Here, we uncovered six PN subtypes in P5 mice (Fig. 6, A and B). These six PN subtypes were spatially segregated (Fig. 7), which raises an interesting question regarding whether this spatial map reflects the topographic connectivity between the cerebral cortex and the PN. For example, *Sst*^+^ PN subtype reside at the rostral dorsal part of the PN (Fig. 7B). This location coincides with where PN receive inputs from brain regions involved in visual pathway including visual cortex, superior colliculus, inferior colliculus, and pretectum (*47*). Whether there is a subtype-specific connectivity that also reflects the functionality needs further investigation. However, those studies cannot be done without genetic tools to target different PN subtypes. Our study identified and validated the marker genes for the six PN subtypes. In future studies, one can test whether different PN subtypes preferentially connect with specific groups of neurons in the cerebral cortex and/or cerebellum by intersectional labeling and viral tracing approaches with the molecular markers. In addition to the connectivity, the molecular markers that we identified can be used to manipulate PN neurons in a subtype-specific manner for functional characterization.

### From a pool of *Atoh1*^+^ progenitors to diverse PN subtypes

How does a pool of seemingly homogeneous progenitors give rise to a diverse population of neurons? In the case of *Atoh1*-lineage neurons in the hindbrain, *Atoh1*^+^ progenitors contribute to neurons in the cerebellum and dozens of brainstem nuclei depending on the rostrocaudal origins at RL and the timing of leaving from RL (*9*, *10*, *48*). PN, for example, were derived from rhombomere 6 to 8 where *Hox2* to *Hox5* are expressed (*10*). It has not been addressed, however, whether *Atoh1* contributes to the diversity of the subpopulation within one lineage (i.e., PN in this study). To this end, we tested whether PN subtypes display differential vulnerability to *Atoh1* hypomorphic mutation. On the basis of our scRNA-seq data at E18.5 and the histological analysis at P5, partial loss of function of *Atoh1* not only reduced the size of the PN but also reduced the diversity of the PN neurons by preferentially affecting PN3 and PN4 subtypes (Fig. 8, C and D). These data suggest that *Atoh1* may contribute to the acquisition or maintenance of the heterogeneity of the PN neurons.

In summary, this study dissected the functions of *Atoh1* during PN differentiation by characterizing the phenotypes in *Atoh1* hypomorphic mutant at single-cell resolution. Our data demonstrate that *Atoh1* regulates cell cycle exit, differentiation, migration, and survival during PN development and contributes to the diversity of the PN subtypes. In addition, this study also uncovers the molecular heterogeneity of the PN, which opens new doors for understanding the neural fate decisions, connectivity, and functionality of the PN neurons.

## MATERIALS AND METHODS

### Mice

The following mouse lines were used in this study: *Atoh1^lacZ/+^* (*23*), *Atoh1^S193A/+^* (*24*), *Atoh1^Cre/+^* (*28*), *Rosa^lsl-lacZ/+^* (JAX:02429), and *Rosa^lsl-TdTomato/+^* (JAX:007914). All mice were housed in a level 3, American Association for Laboratory Animal Science (AALAS)–certificated facility on a 14-hour light cycle. Husbandry, housing, euthanasia, and experimental guidelines were approved by the Institutional Animal Care & Use Committee (IACUC) at Baylor College of Medicine.

### Whole-mount X-galactosidase staining

The brains of P0 pups and P21 mice were dissected out in ice-cold phosphate-buffered saline (PBS). The samples were fixed in 4% paraformaldehyde (PFA) at 4°C for 1 hour (P0) or 2 hours (P21). After brief PBS wash at room temperature (RT), the samples were incubated in equilibration buffer [2 mM MgCl_2_, 0.05% sodium deoxycholate, 0.02% NP-40, and 0.1 M sodium phosphate (pH 7.3)] at 4°C for 15 min, followed by 2-hour incubation at 37°C in X-galactosidase (X-gal) reaction solution [X-gal (1 mg/ml), 5 mM potassium ferrocyanide, and 5 mM potassium ferricyanide in equilibration buffer]. After staining, the samples were washed with PBS three times at RT and fixed again in 4% PFA at 4°C for 1 hour (P0) or 4 hours (P21) before imaging.

### Sample preparation for scRNA-seq

The brains of embryos and P5 pups were dissected out in ice-cold HEBG medium (0.8× B27 and 0.25× GlutaMAX in hibernate E medium). For embryonic studies, hindbrains were collected from *Atoh1^S193A/−^* and its littermate control (one embryo per genotype, three independent replicates). For P5 study, PN were microdissected out and pooled from 11 to 13 pups (two independent replicates). Tissues were cut into small pieces and transferred to a 1.5-ml microcentrifuge tube using wide-bore pipette tips. The single-cell dissociation protocol was modified from the previous study (*49*). Briefly, the tissues were incubated with Worthington Papain solution at 37°C for 30 min at 800 rpm. At the end of incubation, the samples were transferred to a 15-ml falcon tube, followed by gentle trituration with serologic pipette. The cell pellets were collected by centrifuge at 200 rcf for 3 min at 4°C, washed, and resuspended in ice-cold sorting buffer (PBS with 0.05% fetal bovine serum). The single-cell resuspension was loaded to 30-μm cell drainer (CellTrics, SYSMEX 04-004-2326) to remove debris, followed by 4′,6-diamidino-2-phenylindole (DAPI) staining at RT for 5 min. TdTom^+^DAPI^−^ cells (120,000 to 150,000 cells per sample) were sorted into bovine serum albumin–coated 15-ml falcon tube by Sony SH800S cell sorter. The cells were pelleted by centrifuge at 200 rcf for 5 min at 4°C and resuspended in sorting buffer to make the final concentration of 1000 cells/μl.

### Library construction and sequencing

The cDNA libraries were constructed by 10X Genomics 3′ v3.1 kit following the user guide. Briefly, ~16,500 cells from one sample were mixed with reversed transcription master mix before loaded into Chromium Chip G. Droplets containing cells, reversed transcription reagents, and barcoded gel beads were generated by Chromium Controller. The first strand cDNA was amplified, fragmentated, and ligated with sequencing adaptors and sample indices. The cDNA libraries were sequenced by Illumina NovaSeq 6000.

### RNAScope HiPlex assay

The brain of the P5 pup was flash-frozen and embedded in optimal cutting temperature (OCT) compound. Coronal sections were made by cryostat (Leica) at 20 μm and store in −80°C until use. The RNAScope HiPlex assay (ACD, catalog no. 324419) was performed according to the manufacturer’s instructions. Briefly, sections were fixed in 4% PFA for 1 hour at RT, followed by dehydration with 50, 70, and 100% ethanol. The protease treatment was done by incubating the sections with protease III at RT for 30 min. Sections were hybridized with the 12 probes (catalog nos. 487941-T1, 845141-T2, 480301-T3, 557891-T4, 319171-T5, 458331-T6, 485461-T7, 503461-T8, 404631-T9, 503481-T10, 317041-T11, and 433411-T12) at 40°C for 2 hours, followed by three rounds of amplification. The TdTom reporter was helpful during sectioning to ensure that we covered the whole PN. However, it also introduced hazy background in HiPlex assay. Thus, we quenched the TdTom signal by incubating the sections with 5% formalin-fixed paraffin-embedded (FFPE) reagent (included in the kit) at RT for 30 min before developing the first round of the targets (T1 to T3). The nuclei were stained with DAPI. The 12 targets were detected in four rounds of imaging with three targets per round. Between each round, the fluorophores were cleaved and washed away before the next round of signal development. After image acquisition of all targets, the fluorophores were cleaved, and a blank image of each section was taken to serve as background images.

### Immunofluorescence staining

The heads of the E14.5 embryos were dissected in ice-cold PBS. After brief wash, the samples were fixed in 4% PFA at 4°C for 4 hours, followed by PBS wash and incubation in 30% sucrose in PBS at 4°C for 14 to 16 hours. The samples were cryopreserved and stored at −80°C until use. The coronal sections were collected on slides by cryostat (Leica) with 20 or 25 μm in thickness. The slides were rinsed with PBS to remove OCT, followed by permeabilization with 0.3% Triton X-100 in PBS for 15 min at RT. Antigen retrieval was performed by heating in antigen retrieval buffer [10 mM sodium citrate and 0.05% Tween-20 (pH 6.0)] at 85°C for 10 min [MKI67/red fluorescent protein (RFP) staining] or 30 min (CldU labeling). After blocking with blocking buffer (5% normal goat serum with 0.3% Triton X-100 in PBS) for 2 hours at RT, the sections were incubated with primary antibodies in blocking buffer at 4°C for 24 hours, followed by PBS wash three times. The sections were incubated with secondary antibodies in blocking buffer at RT for 2 hours. The counterstain was performed by DAPI staining at RT for 10 min. The slides were mounted with ProLong Gold mounting media (Invitrogen). The following antibodies were used in this study with the indicated dilutions: rat anti–5-bromo-2′-deoxyuridine (BrdU)/CldU (1:250; Abcam, ab6326), mouse anti-Ki67 (1:100; R&D Systems, AF7649), rabbit anti-RFP (1:2000; Rockland, 600-401-379), goat anti-rat Alexa Fluor 488 (1:500; Invitrogen, A-11006), goat anti-rabbit Alexa Fluor 555 (1:500; Invitrogen, A-21428), goat anti-mouse Alexa Fluor 647 (1:500; Invitrogen, A-21236).

### CldU labeling

CldU was prepared in sterile saline at 4.82 mg/ml and injected into pregnant dams intraperitoneally at E13.5 (85 mg/kg). Twenty-four hours later, the embryos were collected at E14.5, followed by immunofluorescence staining using rat anti-BrdU/CldU antibody (1:250; Abcam, ab2326).

### TUNEL assay

The sample preparation follows the same protocol that we used for immunofluorescence staining. Coronal sections were made by cryostat (Leica) at 25 μm. TUNEL assay was performed using DeadEnd Fluorometric TUNEL system (Promega) according to the user guide. Briefly, sections were fixed in 4% PFA at RT for 15 min, followed by proteinase K (20 μg/ml) treatment at RT for 12 min and a second fixation with 4% PFA for 5 min. The sections were equilibrated and incubated with fluorescein-labeled nucleotides and terminal deoxynucleotidyl transferase reaction mix at 37°C for 1 hour. After stopping the reaction by 2× saline-sodium citrate (SSC), the nuclei were stained with DAPI.

### Dual-color fluorescence RNA ISH

The brains from P5 pups were embedded in OCT, frozen on dry ice, and stored in −80°C until use. The sections were cut by cryostat (Leica) at 20 μm. We generated a digoxigenin (DIG)–labeled mRNA antisense probes against *Slc17a6* and *TdTom* and fluorescein isothiocyanate (FITC)–labeled mRNA against *Sst*, *Etv1*, and *Hoxb5* using reverse-transcribed mouse cDNA as template and DIG or FITC RNA labeling kits from Roche (Sigma-Aldrich). Primer sequences for *Sst*, *Slc17a6*, and *TdTom* probes are available in Allen Brain Atlas (www.brain-map.org). The following primers were used: 5′-ttcagaactcgggtctgctt-3′ and 5′-gaatcatgcaaaaggtggct-3′ for *Etv1* probe and 5′-gatggatctcagcgtcaacc-3′ and 5′-tatgagtctggctacagccg-3′ for *Hoxb5* probe. ISH was performed by the RNA In Situ Hybridization Core at Baylor College of Medicine using an automated robotic platform as previously described (*50*) with modifications of the protocol for double ISH. Briefly, two probes were hybridized to the tissue simultaneously. After the wash and blocking steps, the DIG-labeled probes were visualized by incubating with tyramide-Cy3 Plus (1:75; PerkinElmer) for 15 min. After washing in TNT (0.05% Tween-20 in 150mM NaCl and 100mM Tris-HCl, pH7.5), the remaining horseradish peroxidase (HRP) activity was quenched by a 10-min incubation in 0.2 M HCl. The sections were then washed in TNT and blocked in TNB for 15 min, followed by incubation with HRP-labeled sheep anti-FITC antibody (1:500 in TNB; Roche) at RT for 30 min. After washes in TNT, the FITC-labeled probes were visualized by incubating with tyramide-FITC Plus (1:75; PerkinElmer) for 15 min. Following washes in TNT, the slides were stained with DAPI (Invitrogen), washed again, removed from the machine, and mounted with ProLong Diamond (Invitrogen).

### Image acquisition

Images of the whole-mount tissues were obtained by Zeiss Axio Zoom.V16. All fluorescence images were obtained by Nikon Ti2E Inverted Motorized Microscope equipped with CSU-W1 Dual Camera-Dual Disk System with 405/488/561/640-nm lasers with 10×, 20×, or 40× objectives.

### Data preprocessing

The reads were aligned to customized genome that composed of mouse mm10 reference genome and woodchuck hepatitis virus post-transcriptional regulatory element (WPRE) sequence to ensure capturing the TdTom transcripts. The alignment and quantification of unique molecular identifier (UMI) were performed on 10× cloud analysis platform by CellRanger pipeline v5.0.1 with default parameters. Individual expression matrix of each sample was filtered by Seurat v4 package (*51*), followed by doublet removal using DoubletFinder v2 package (*52*). Briefly, cells with at least 1000 genes expressed and less than 1% of total UMIs that were mitochondrial genes were retained (see the code for detailed criteria depending on the age of the samples.) Doublets with high confidence score identified by DoubletFinder with default parameters were removed.

### Integration and clustering

The data integration and clustering were performed by Seurat package. The filtered datasets of the samples from the same age were combined by integration pipeline. Briefly, the filtered matrices were normalized and scaled by regressing out the percentage of mitochondrial genes with SCTransform (*53*). For E14.5 and E18.5 samples in which different genotypes were compared, a reference-based integration method was used by setting the first replicate as reference to cut down the computational power and time needed. For P5 study, the default integration method was used. Following the integration, principal components analysis (PCA) was performed. We selected the top 30 PCAs to generate the *K*-nearest neighbor graph, which was used to perform clustering with variated resolutions depending on the complexity of the dataset. To annotate the clusters, the top 10 genes that were highly expressed in each cluster were identified by FindAllMarkers function with default parameters.

### Trajectory analysis

The RNA assay of the Seurat object was extracted and transformed into SingleCellExperiment object (sce) by as.SingleCellExperiment function. The sce was used as input to infer the trajectory by slingshot (*30*). Kolmogorov-Smirnov test was used to assess whether the distribution of pseudo-time is identical between the genotypes.

### Differential expression analysis

We performed differential expression analysis between control and *Atoh1^S193A/−^* samples for each cell state by FindMarkers function from Seurat package. Only genes that were expressed in at least 10% of the cells were included. MAST (*54*) was used as test method. The *P* value was corrected by Benjamini-Hochberg FDR method.

### GO analysis

GO analysis was performed using a web-based tool called g:Profiler (*55*) with custom statistic domain scope. The up- and down-regulated DEGs (log_2_FC > 0.25 and FDR < 0.05) within progenitors, intermediate progenitors, and migrating neurons-1 were used as inputs independently. GO biological process was selected for the analysis.

### Image processing for RNAScope HiPlex assay

Five confocal z-stacks of images were collected at 100- and 200-μm intervals along the rostral-caudal axis of the pontine nucleus for each of the nine transcripts. In addition, DAPI images were also collected to serve as reference images. Individual z-stacks consisted of 10 images separated by 0.9 μm. The z-stacks were first processed by taking the max intensity projection and cropping the resulting transcript image such that the midline of the pontine aligned with the right-hand border of each image.

### Visualizing transcript expression

Overlaying the transcript images onto the DAPI reference images (*56*) revealed that some transcripts were not consistently colocalized to the nucleus. To address this ambiguity in our analysis, we did not associate transcript expression with individual cells. Rather, we binned each image into a set of tiles measuring 34 μm × 31 μm and measured the transcript expression in each tile (*57*). Since transcripts may be expressed at very different levels, we normalized the expression for each transcript by the max expression recorded across the five image locations in the pontine. Thus, in Fig. 7B, the expression for each transcript varies from 0 to 1 across the five rostral to caudal sections. To identify the boundaries of the pontine, the max intensity projection across all the transcripts at a given imaging location was smoothed with a Gaussian filter with an SD of 35 μm. This filtered image was converted to a binary image by mean thresholding, and any remaining holes were morphologically closed using a 5-μm × 5-μm structuring element. Last, the pontine boundary was taken to be the edge of the largest single region in the closed binary image.

### Quantification of the immunostaining and statistics

The cell number of the CldU^+^TdTom^+^ (Fig. 3F) and TUNEL^+^ (Fig. 4F) was determined by manual counting on imageJ. The percentage of MKI67 signal overlapping with TdTom (Fig. 3C) was calculated based on Manders’ coefficients using JACoP (*58*). For the statistical test, we used mixed-model analysis of variance (ANOVA) to compare genotype using *lme4* package on R (*59*) to count for variations among technical and biological replicates. The person who performed the quantification was blinded to the genotypes of the samples.

### Classification of RNA ISH transcripts

The transcript expression levels for each tile in the ISH images can be represented as a nine-dimensional vector, one component for each transcript. To classify these transcript expression vectors as one of the six classes determined from the single-cell RNA-seq analysis, we built a *K*-nearest neighbor classifier (*60*). Specifically, for each cell (*n* = 7029) from the RNA-seq clustering results, we extracted the same transcripts as measured in the ISH and the cluster identity. Each of these nine-component vectors was normalized (*60*) and, along with their respective cluster IDs, was used to train and validate our classifier. The *K*-nearest neighbor classifier measures the distance between each nine-component vector and a preset number of neighbor vectors to predict class membership. To determine the number of neighbors, we performed sixfold cross-validation on the training dataset and found that 25 neighbors provided an average test accuracy of 80%. We then used this 25 nearest neighbor model to predict the cluster identity of each tile in the ISH images. The border of the RtTg and BPN in Fig. 7C was defined using the reference atlas of P6 mouse brain (*61*).

# Supplementary material for: Atoh1 drives the heterogeneity of the pontine nuclei neurons and promotes their differentiation
**Source:** Sci Adv. 2023 Jun 30;9(26):eadg1671. doi: 10.1126/sciadv.adg1671
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Table S1 Legends for data S1 to S3 References

Supplementary Materials for  
***Atoh1* drives the heterogeneity of the pontine nuclei neurons and promotes  
their differentiation**

Sih-Rong Wu *et al.*

*Sci. Adv.* **9**, eadg1671 (2023)  
DOI: 10.1126/sciadv.adg1671

**The PDF file includes:**

Figs. S1 to S7  
Table S1  
Legends for data S1 to S3  
References

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S3

## Supplementary Figures and legends

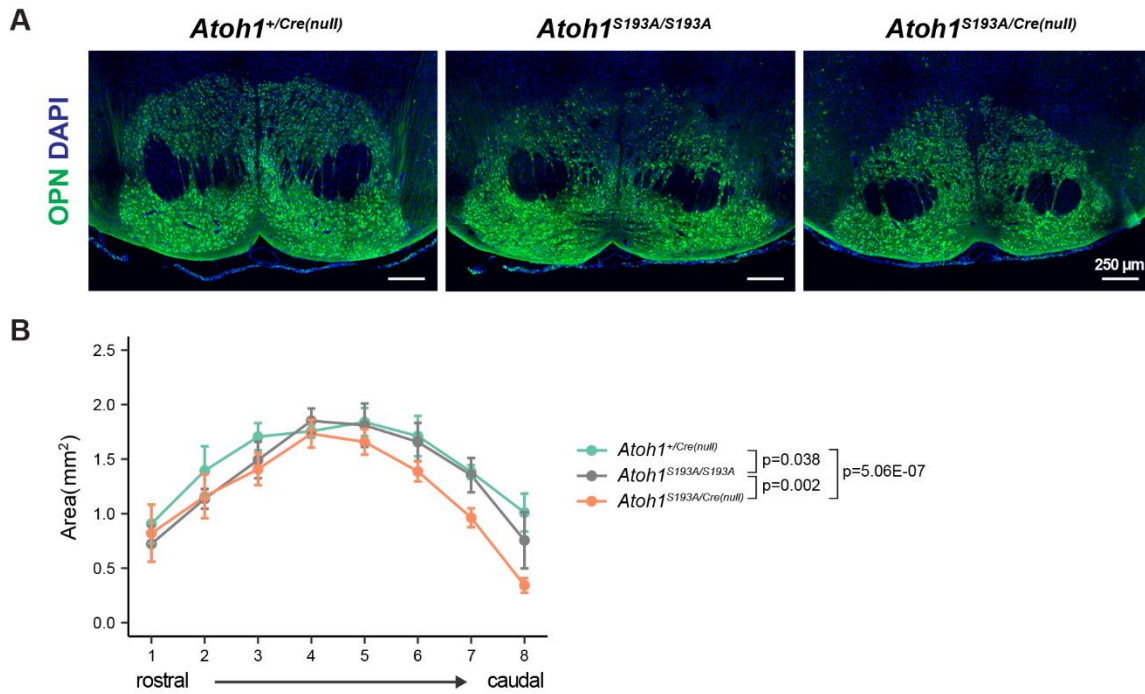

**Fig. S1. The size of PN was reduced in *Atoh1*<sup>S193A/S193A</sup> and *Atoh1*<sup>S193A/-</sup> mice at P21.**

(A) Immunofluorescence staining of osteopontin (OPN) on coronal section of mouse P21 brains. The nuclei were stained with DAPI. Scale bar, 250  $\mu$ m. (B) The size of the PN was determined by OPN<sup>+</sup> PN neurons across eight coronal sections (n = 3 per genotype). Two-Way ANOVA followed by Tukey HSD post hoc test.

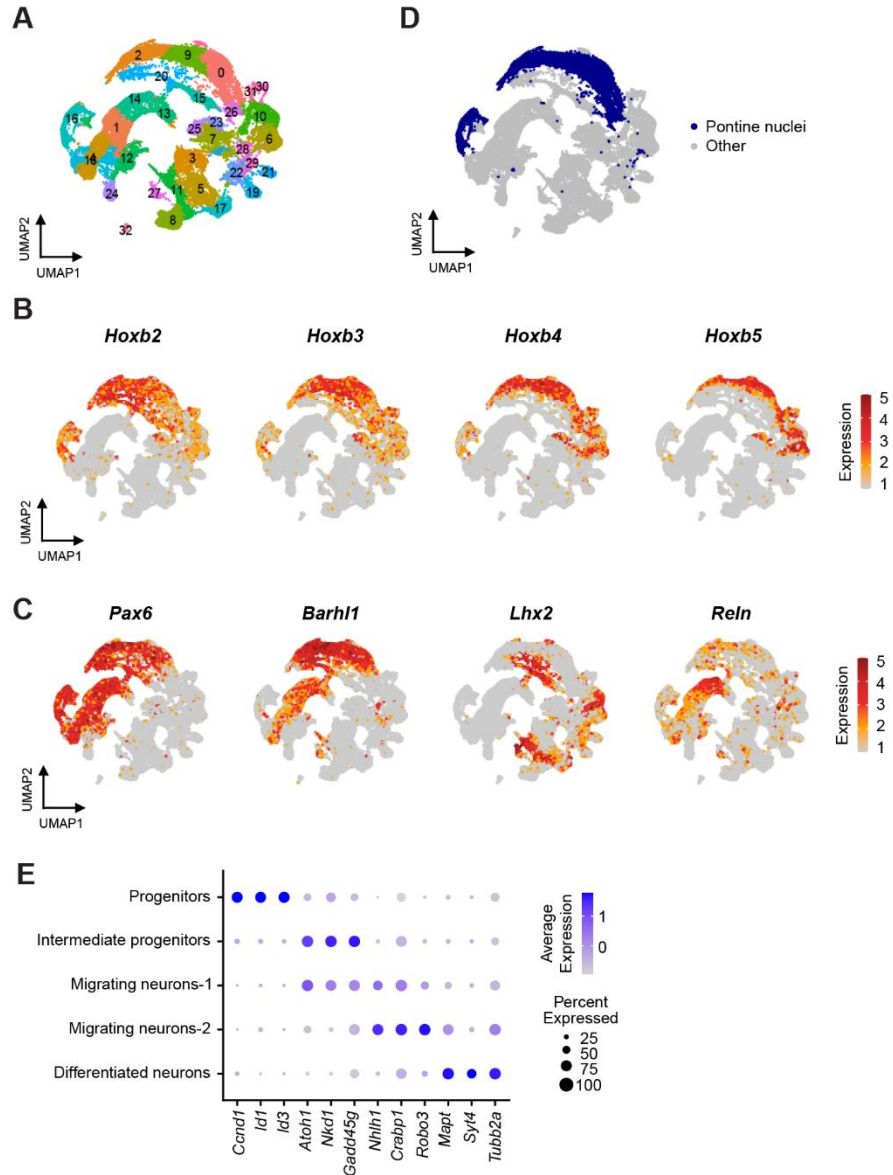

**Fig. S2. Markers for pontine nuclei subset and individual cell state at E14.5.**

(A) UMAP representation of scRNA-seq data of E14.5 hindbrains. (B) and (C) Expression patterns of the selective markers to identify PN subset. *Hoxb2-Hoxb5* are markers for cRL-derived *Atoh1*-lineage (cluster 16, 2, 9, 0, 20, 15, 26, 23, 28, 6, 10, 30, 31). *Pax6* and *Barhl1* are markers for both PN and cerebellar EGL so we excluded EGL using EGL markers *Lhx2* and *Reln* (cluster 20 and 15). Cluster 26, 23, 28, 6, 10, 30, and 31 were also excluded for not expressing *Pax6* and *Barhl1*. (D) UMAP representation of scRNA-seq data of E14.5 hindbrains with PN subset highlighted in blue. The PN subset was determined using the

combination expression of the markers shown in (B) and (C). (E) Dot plot of the selective markers for developing PN at E14.5. Three markers were presented for each cell state.

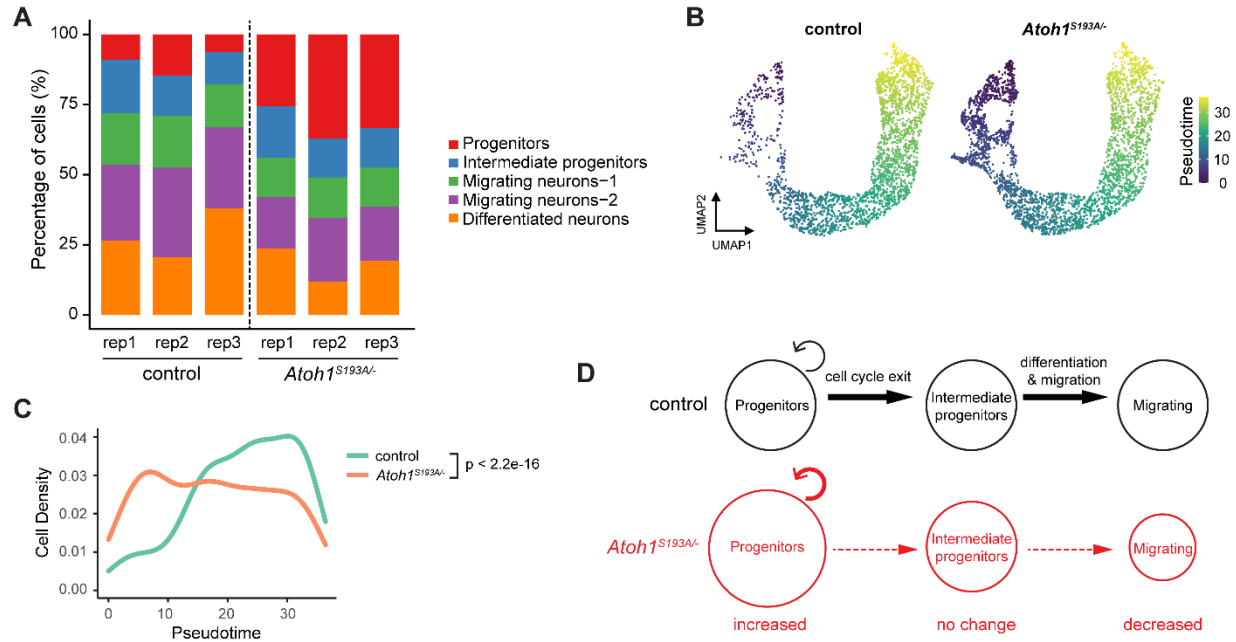

**Fig. S3. Trajectory analysis of the PN scRNA-seq data at E14.5.**

(A) Proportion of the cells in each cell state. The data of individual sample are shown. (B) Pseudotime analysis on control (left) and *Atoh1*<sup>S193A/-</sup> (right) animals represented on UMAP. (C) The cell density along pseudotime of control and *Atoh1*<sup>S193A/-</sup> animals.  $p < 2.2e-16$  by progression test (see methods). (D) The mechanisms underlying the altered proportion of the cells in each cell state in *Atoh1*<sup>S193A/-</sup> mice. The thickness of the arrows denotes the strength of the indicated biological process. The size of the circle represents the proportion of the cells in each cell state.

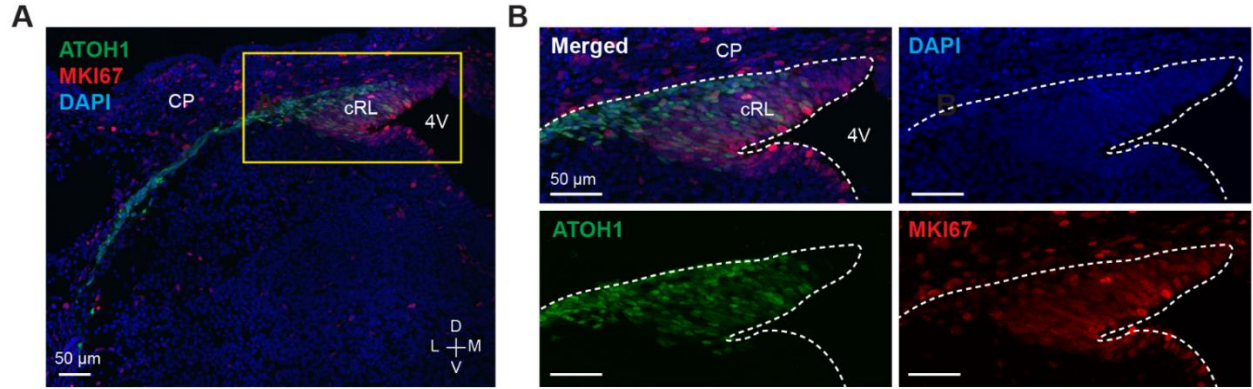

**Fig. S4. Proliferating progenitors and intermediate progenitors are located at medial and lateral cRL, respectively.**

(A) Immunostaining of GFP and MKI67 on *Atoh1<sup>Cre/GFP</sup>; Rosa<sup>lsl-tdTom/+</sup>* mice (62) at E14.5. Anti-GFP antibody was used to detect ATOH1-GFP fusion protein expression. Anti-MKI67 antibody was used to label proliferating cells. The nuclei were stained with DAPI. The representative image of coronal section is shown. The yellow box denotes the cropped region in (B). CP, choroid plexus; cRL, caudal rhombic lip; 4V, fourth ventricle; L, lateral; M, medial; D, dorsal; V, ventral. Scale bar, 50 μm. (B) Zoom-in view of the box in (A) with split channels. The dashed line indicates the outline of the cRL. Scale bar, 50 μm.

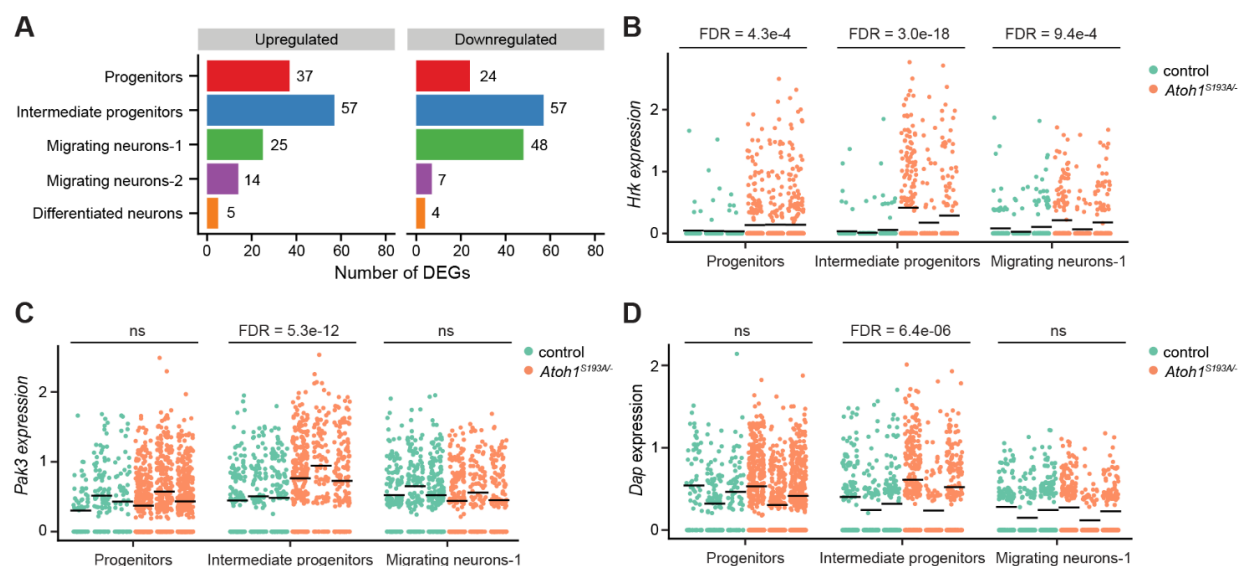

**Fig. S5. Differential gene expression analysis of the PN scRNA-seq data at E14.5.**

(A) Numbers of the upregulated (left) and downregulated (right) DEGs in each cell state. The DEGs were calculated by downsampling to match an equal number of the cells being analyzed in each cell state. The cutoff for DEG is  $\log_2FC > 0.25$  and  $FDR < 0.05$ . (B) to (D) Normalized expression levels of *Hrk* (B), *Pak3* (C), and *Dap* (D) in progenitors, intermediate progenitors, and migrating neurons-1. The dots represent individual cells. The expression level for individual sample was shown and grouped by genotype. The horizontal line denotes the mean expression level in each genotype.

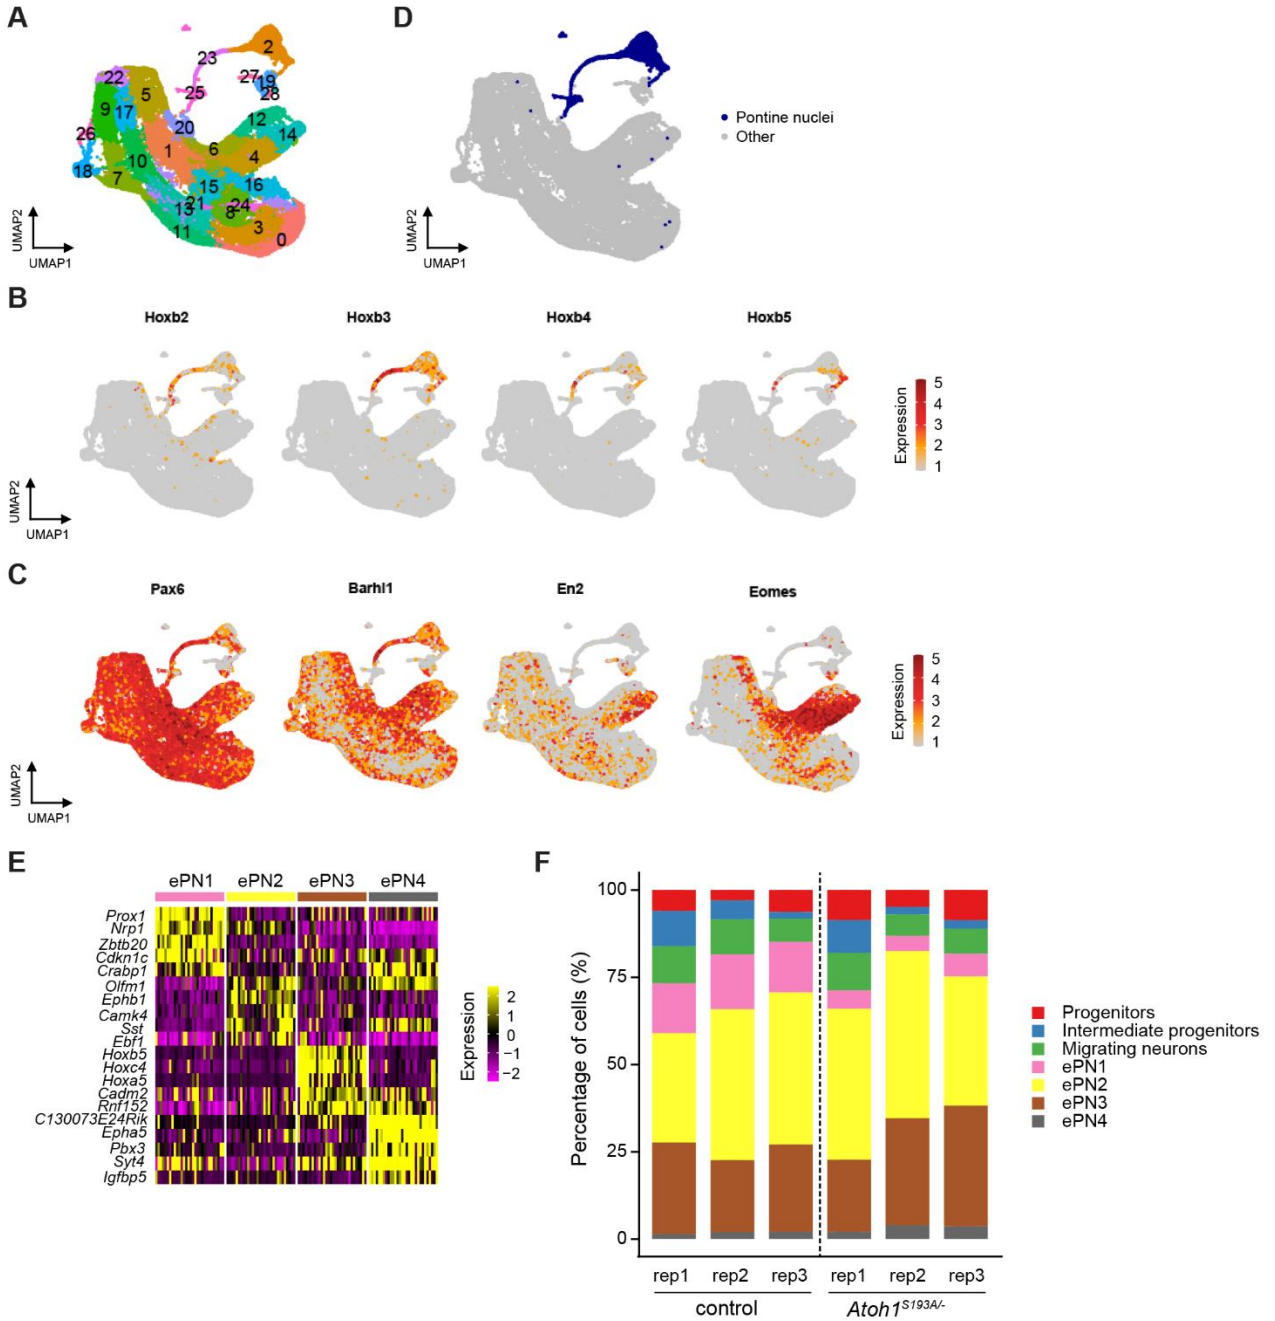

**Fig. S6. Markers for pontine nuclei subset and individual ePN subtype at E18.5.**

(A) UMAP representation of scRNA-seq data of E18.5 hindbrains. (B) and (C) Expression patterns of the selective markers to identify PN subset. *Hoxb2-Hoxb5* are markers for cRL-derived *Atoh1*-lineage (cluster 25, 23, 2, 27, 19, 28). *Pax6* and *Barhl1* are markers for PN and EGL (cluster 23, 2, 19). We exclude cluster 19 using *En2* and *Eomes*, markers for rRL-derived *Atoh1*-lineage. (D) UMAP representation of scRNA-seq

data of E18.5 hindbrains with PN subset highlighted in blue. The PN subset was determined using the combination expression of the markers shown in (B) and (C). (E) Heatmap of the top 5 markers for embryonic PN (ePN) subtypes at E18.5. (F) Proportion of the cells in each cell state. The data of individual sample are shown.

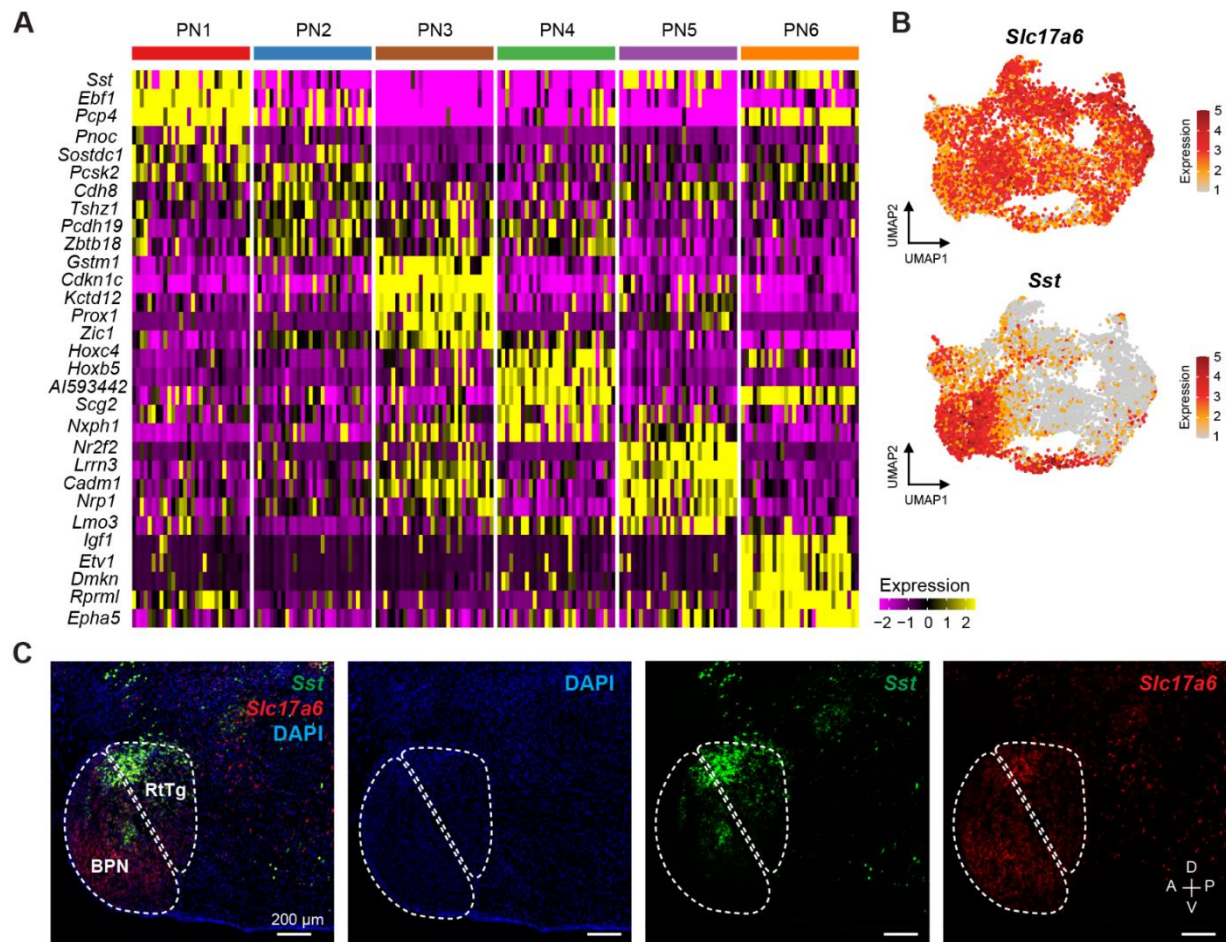

**Fig. S7. Top 5 markers for the six PN subtypes at P5 and validation with FISH.**

(A) Heatmap of the top 5 markers for six PN subtypes at P5. (B) The expression levels of *Slc17a6* and *Sst* visualized on UMAP of the scRNA-seq data of P5 PN. (C) Dual RNA *in situ* hybridization of *Sst* and *Slc17a6* (*vglut2*) on the P5 control mouse brain. The representative image of the sagittal section is shown. The nuclei were stained with DAPI. The dashed line denotes the outline of the PN including reticulotegmental nucleus (RtTg) and basal pontine nucleus (BPN). A, anterior; P, posterior; D, dorsal; V, ventral. Scale bar, 200  $\mu$ m.

| SampleID | Timepoint | Genotype                        | Sex  | Region         | Replicate | TotalCellNumber | MeanReadsPerCell | MedianGenesPerCell<br>I | MedianUMIperCell | TotalGenes |
|----------|-----------|---------------------------------|------|----------------|-----------|-----------------|------------------|-------------------------|------------------|------------|
| 01       | E14.5     | control                         | F    | Hindbrain      | 1         | 7,983           | 63,753           | 4,298                   | 16,086           | 22,962     |
| 02       | E14.5     | <i>Atoh1</i> <sup>S193A/-</sup> | M    | Hindbrain      | 1         | 9,672           | 60,750           | 4,394                   | 16,668           | 23,343     |
| 03       | E14.5     | control                         | M    | Hindbrain      | 2         | 10,406          | 78,898           | 4,290                   | 15,786           | 22,890     |
| 04       | E14.5     | <i>Atoh1</i> <sup>S193A/-</sup> | M    | Hindbrain      | 2         | 9,000           | 88,699           | 4,551                   | 17,034           | 23,040     |
| 05       | E14.5     | control                         | F    | Hindbrain      | 3         | 12,869          | 63,394           | 3,955                   | 14,225           | 23,389     |
| 06       | E14.5     | <i>Atoh1</i> <sup>S193A/-</sup> | F    | Hindbrain      | 3         | 10,812          | 96,854           | 4,623                   | 18,507           | 23,661     |
| 07       | E18.5     | control                         | M    | Hindbrain      | 1         | 9,587           | 106,086          | 4,422                   | 15,305           | 22,771     |
| 08       | E18.5     | <i>Atoh1</i> <sup>S193A/-</sup> | M    | Hindbrain      | 1         | 13,021          | 76,909           | 4,125                   | 13,356           | 23,199     |
| 09       | E18.5     | control                         | M    | Hindbrain      | 2         | 10,565          | 75,301           | 3,723                   | 11,683           | 22,484     |
| 10       | E18.5     | <i>Atoh1</i> <sup>S193A/-</sup> | M    | Hindbrain      | 2         | 9,292           | 80,665           | 3,835                   | 12,255           | 22,208     |
| 11       | E18.5     | control                         | F    | Hindbrain      | 3         | 11,200          | 93,336           | 3,980                   | 13,175           | 23,328     |
| 12       | E18.5     | <i>Atoh1</i> <sup>S193A/-</sup> | F    | Hindbrain      | 3         | 10,384          | 51,111           | 3,446                   | 9,837            | 22,685     |
| 13       | P5        | control                         | Mix* | Pontine nuclei | 1         | 15,821          | 107,415          | 3,096                   | 8,433            | 24,220     |
| 14       | P5        | control                         | Mix* | Pontine nuclei | 2         | 9,586           | 125,723          | 3,198                   | 9,835            | 23,597     |

\* The sample was pooled from 11-13 embryos.

**Table. S1. Sample information and quality control for scRNA-seq data.**

**Data S1. The top 10 markers and the full list of markers for different timepoints.**

**Data S2. Differentially expressed genes (FDR < 0.05) between the control and *Atoh1*<sup>S193A/-</sup> mice from E14.5 PN scRNA-seq data.**

**Data S3. Gene ontology enrichment analysis of the differentially expressed genes between control and *Atoh1*<sup>S193A/-</sup> mice grouped by cell state.**

## REFERENCES AND NOTES

1. E. V. Evarts, W. T. Thach, Motor mechanisms of the CNS: Cerebrocerebellar interrelations. *Annu. Rev. Physiol.* **31**, 451–498 (1969).
2. C. R. Legg, B. Mercier, M. Glickstein, Corticopontine projection in the rat: The distribution of labelled cortical cells after large injections of horseradish peroxidase in the pontine nuclei. *J. Comp. Neurol.* **286**, 427–441 (1989).
3. P. Brodal, J. G. Bjaalie, Organization of the pontine nuclei. *Neurosci. Res.* **13**, 83–118 (1992).
4. C. Schwarz, P. Thier, Binding of signals relevant for action: Towards a hypothesis of the functional role of the pontine nuclei. *Trends Neurosci.* **22**, 443–451 (1999).
5. J. D. Schmahmann, R. Ko, J. MacMore, The human basis pontis: Motor syndromes and topographic organization. *Brain* **127**, 1269–1291 (2004).
6. K. Tziridis, P. W. Dicke, P. Thier, Pontine reference frames for the sensory guidance of movement. *Cereb. Cortex* **22**, 345–362 (2012).
7. G.-Y. Wu, S.-L. Liu, J. Yao, L. Sun, B. Wu, Y. Yang, X. Li, Q.-Q. Sun, H. Feng, J.-F. Sui, Medial prefrontal cortex-pontine nuclei projections modulate suboptimal cue-induced associative motor learning. *Cereb. Cortex* **28**, 880–893 (2018).
8. C. I. Rodriguez, S. M. Dymecki, Origin of the precerebellar system. *Neuron* **27**, 475–486 (2000).
9. V. Y. Wang, M. F. Rose, H. Y. Zoghbi, Math1 expression redefines the rhombic lip derivatives and reveals novel lineages within the brainstem and cerebellum. *Neuron* **48**, 31–43 (2005).
10. A. F. Farago, R. B. Awatramani, S. M. Dymecki, Assembly of the brainstem cochlear nuclear complex is revealed by intersectional and subtractive genetic fate maps. *Neuron* **50**, 205–218 (2006).
11. J. Altman, S. A. Bayer, Development of the precerebellar nuclei in the rat: IV. The anterior precerebellar extramural migratory stream and the nucleus reticularis tegmenti pontis and the basal pontine gray. *J. Comp. Neurol.* **257**, 529–552 (1987).

12. T. Okada, K. Keino-Masu, M. Masu, Migration and nucleogenesis of mouse precerebellar neurons visualized by in utero electroporation of a green fluorescent protein gene. *Neurosci. Res.* **57**, 40–49 (2007).
13. A. Brodal, J. Jansen, The ponto-cerebellar projection in the rabbit and cat; experimental investigations. *J. Comp. Neurol.* **84**, 31–118 (1946).
14. T. D. Meglio, C. F. Kratochwil, N. Vilain, A. Loche, A. Vitobello, K. Yonehara, S. M. Hrycaj, B. Roska, A. H. F. M. Peters, A. Eichmann, D. Wellik, S. Ducret, F. M. Rijli, Ezh2 orchestrates topographic migration and connectivity of mouse precerebellar neurons. *Science* **339**, 204–207 (2013).
15. T. B. Leergaard, K. A. Lyngstad, J. H. Thompson, S. Taeymans, B. P. Vos, E. de Schutter, J. M. Bower, J. G. Bjaalie, Rat somatosensory cerebropontocerebellar pathways: Spatial relationships of the somatotopic map of the primary somatosensory cortex are preserved in a three-dimensional clustered pontine map. *J. Comp. Neurol.* **422**, 246–266 (2000).
16. J. U. Henschke, J. M. Pakan, Disynaptic cerebrocerebellar pathways originating from multiple functionally distinct cortical areas. *eLife* **9**, e59148 (2020).
17. N. A. Bermingham, B. A. Hassan, V. Y. Wang, M. Fernandez, S. Banfi, H. J. Bellen, B. Fritsch, H. Y. Zoghbi, Proprioceptor pathway development is dependent on Math1. *Neuron* **30**, 411–422 (2001).
18. N. A. Bermingham, B. A. Hassan, S. D. Price, M. A. Vollrath, N. Ben-Arie, R. A. Eatock, H. J. Bellen, A. Lysakowski, H. Y. Zoghbi, Math1: An essential gene for the generation of inner ear hair cells. *Science* **284**, 1837–1841 (1999).
19. S. M. Maricich, S. A. Wellnitz, A. M. Nelson, D. R. Lesniak, G. J. Gerling, E. A. Lumpkin, H. Y. Zoghbi, Merkel cells are essential for light-touch responses. *Science* **324**, 1580–1582 (2009).
20. N. F. Shroyer, M. A. Helmrath, V. Y.-C. Wang, B. Antalffy, S. J. Henning, H. Y. Zoghbi, Intestine-specific ablation of mouse atonal homolog 1 (Math1) reveals a role in cellular homeostasis. *Gastroenterology* **132**, 2478–2488 (2007).
21. M. F. Rose, K. A. Ahmad, C. Thaller, H. Y. Zoghbi, Excitatory neurons of the proprioceptive,

- interoceptive, and arousal hindbrain networks share a developmental requirement for Math1. *Proc. Natl. Acad. Sci. U.S.A.* **106**, 22462–22467 (2009).
22. T. Višnjari, A. Maver, K. Writzl, O. Maloku, G. Bergant, H. Jaklić, D. Neubauer, F. Fogolari, N. P. Meglič, B. Peterlin, Biallelic *ATOH1* gene variant in siblings with pontocerebellar hypoplasia, developmental delay, and hearing loss. *Neurol. Genet.* **8**, e677 (2022).
23. N. Ben-Arie, B. A. Hassan, N. A. Bermingham, D. M. Malicki, D. Armstrong, M. Matzuk, H. J. Bellen, H. Y. Zoghbi, Functional conservation of *atonal* and *Math1* in the CNS and PNS. *Development* **127**, 1039–1048 (2000).
24. W. R. Xie, H.-I. Jen, M. L. Seymour, S.-Y. Yeh, F. A. Pereira, A. K. Groves, T. J. Klisch, H. Y. Zoghbi, An Atoh1-S193A phospho-mutant allele causes hearing deficits and motor impairment. *J. Neurosci.* **37**, 8583–8594 (2017).
25. X. Jin, S. K. Simmons, A. Guo, A. S. Shetty, M. Ko, L. Nguyen, V. Jokhi, E. Robinson, P. Oyler, N. Curry, G. Deangeli, S. Lodato, J. Z. Levin, A. Regev, F. Zhang, P. Arlotta, *In vivo* perturb-seq reveals neuronal and glial abnormalities associated with autism risk genes. *Science* **370**, eaaz6063 (2020).
26. I. Schaffner, M.-T. Wittmann, T. Vogel, D. C. Lie, Differential vulnerability of adult neurogenic niches to dosage of the neurodevelopmental-disorder linked gene Foxg1. *Mol. Psychiatry*, **28**, 497–514 (2023).
27. P. Soriano, Generalized lacZ expression with the ROSA26 Cre reporter strain. *Nat. Genet.* **21**, 70–71 (1999).
28. H. Yang, X. Xie, M. Deng, X. Chen, L. Gan, Generation and characterization of Atoh1-Cre knock-in mouse line. *Genesis* **48**, 407–413 (2010).
29. B. Phipson, C. B. Sim, E. R. Porrello, A. W. Hewitt, J. Powell, A. Oshlack, *Propeller*: Testing for differences in cell type proportions in single cell data. *Bioinformatics* **38**, 4720–4726 (2022).
30. K. Street, D. Risso, R. B. Fletcher, D. Das, J. Ngai, N. Yosef, E. Purdom, S. Dudoit, Slingshot: Cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics* **19**, 477 (2018).

31. H. R. de Bézieux, K. Van den Berge, K. Street, S. Dudoit, Trajectory inference across multiple conditions with condiments: Differential topology, progression, differentiation, and expression. *bioRxiv* 2021.03.09.433671 [Preprint]. 10 March 2021. <https://doi.org/10.1101/2021.03.09.433671>.
32. T. J. Klisch, Y. Xi, A. Flora, L. Wang, W. Li, H. Y. Zoghbi, In vivo *Atoh1* targetome reveals how a proneural transcription factor regulates cerebellar development. *Proc. Natl. Acad. Sci. U.S.A.* **108**, 3288–3293 (2011).
33. A. W. Helms, A. L. Abney, N. Ben-Arie, H. Y. Zoghbi, J. E. Johnson, Autoregulation and multiple enhancers control *Math1* expression in the developing nervous system. *Development* **127**, 1185–1196 (2000).
34. S. Li, F. Qiu, A. Xu, S. M. Price, M. Xiang, *Barhl1* regulates migration and survival of cerebellar granule cells by controlling expression of the neurotrophin-3 gene. *J. Neurosci.* **24**, 3104–3114 (2004).
35. T. Schmid, M. Kruger, T. Braun, NSCL-1 and -2 control the formation of precerebellar nuclei by orchestrating the migration of neuronal precursor cells. *J. Neurochem.* **102**, 2061–2072 (2007).
36. T. Cai, H.-I. Jen, H. Kang, T. J. Klisch, H. Y. Zoghbi, A. K. Groves, Characterization of the transcriptome of nascent hair cells and identification of direct targets of the *Atoh1* transcription factor. *J. Neurosci.* **35**, 5870–5883 (2015).
37. H. V. Yu, L. Tao, J. Llamas, X. Wang, J. D. Nguyen, T. Trecek, N. Segil, POU4F3 pioneer activity enables ATOH1 to drive diverse mechanoreceptor differentiation through a feed-forward epigenetic mechanism. *Proc. Natl. Acad. Sci. U.S.A.* **118**, e2105137118 (2021).
38. H. C. Lai, T. J. Klisch, R. Roberts, H. Y. Zoghbi, J. E. Johnson, In vivo neuronal subtype-specific targets of *Atoh1* (*Math1*) in dorsal spinal cord. *J. Neurosci.* **31**, 10859–10871 (2011).
39. Y. Zhang, B. Aebermann, R. Gala, R. H. Scheuermann, Cell type matching in single-cell RNA-sequencing data using FR-match. *Sci. Rep.* **12**, 9996 (2022).
40. R. L. Stornetta, D. L. Rosin, H. Wang, C. P. Sevigny, M. C. Weston, P. G. Guyenet, A group of glutamatergic interneurons expressing high levels of both neurokinin-1 receptors and somatostatin

identifies the region of the pre-Bötzinger complex. *J. Comp. Neurol.* **455**, 499–512 (2003).

41. L. E. Mickelsen, M. Bolisetty, B. R. Chimileski, A. Fujita, E. J. Beltrami, J. T. Costanzo, J. R. Naparstek, P. Robson, A. C. Jackson, Single-cell transcriptomic analysis of the lateral hypothalamic area reveals molecularly distinct populations of inhibitory and excitatory neurons. *Nat. Neurosci.* **22**, 642–656 (2019).
42. N. Winke, F. Aby, D. Jercog, G. Zoé, D. Girard, M. Landry, L. Castell, E. Valjent, S. Valerio, P. Fossat, C. Herry, Brainstem somatostatin-expressing cells control the emotional regulation of pain behavior. bioRxiv 2022.01.20.476899 [Preprint]. 22 January 2022.  
<https://doi.org/10.1101/2022.01.20.476899>.
43. Q. Yang, N. A. Bermingham, M. J. Finegold, H. Y. Zoghbi, Requirement of Math1 for secretory cell lineage commitment in the mouse intestine. *Science* **294**, 2155–2158 (2001).
44. R. Sancho, C. A. Cremona, A. Behrens, Stem cell and progenitor fate in the mammalian intestine: Notch and lateral inhibition in homeostasis and disease. *EMBO Rep.* **16**, 571–581 (2015).
45. I. Belzunce, C. Belmonte-Mateos, C. Pujades, The interplay of atoh1 genes in the lower rhombic lip during hindbrain morphogenesis. *PLOS ONE* **15**, e0228225 (2020).
46. R. V. Sillitoe, Y. Fu, C. Watson, in *The Mouse Nervous System*, C. Watson, G. Paxinos, L. Puelles, Eds. (Academic Press, San Diego, 2012), pp. 260–397.
47. C. F. Kratochwil, U. Maheshwari, F. M. Rijli, The long journey of pontine nuclei neurons: From rhombic lip to cortico-ponto-cerebellar circuitry. *Front. Neural Circuits* **11**, 33 (2017).
48. R. Machold, G. Fishell, Math1 is expressed in temporally discrete pools of cerebellar rhombic-lip neural progenitors. *Neuron* **48**, 17–24 (2005).
49. R. Chen, X. Wu, L. Jiang, Y. Zhang, Single-cell RNA-seq reveals hypothalamic cell diversity. *Cell Rep.* **18**, 3227–3241 (2017).
50. M. B. Yaylaoglu, A. Titmus, A. Visel, G. Alvarez-Bolado, C. Thaller, G. Eichele, Comprehensive

expression atlas of fibroblast growth factors and their receptors generated by a novel robotic in situ hybridization platform. *Dev. Dyn.* **234**, 371–386 (2005).

51. Y. Hao, S. Hao, E. Andersen-Nissen, W. M. Mauck III, S. Zheng, A. Butler, M. J. Lee, A. J. Wilk, C. Darby, M. Zager, P. Hoffman, M. Stoeckius, E. Papalexi, E. P. Mimitou, J. Jain, A. Srivastava, T. Stuart, L. M. Fleming, B. Yeung, A. J. Rogers, J. M. McElrath, C. A. Blish, R. Gottardo, P. Smibert, R. Satija, Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573–3587.e29 (2021).
52. C. S. McGinnis, L. M. Murrow, Z. J. Gartner, DoubletFinder: Doublet detection in single-cell RNA sequencing data using artificial nearest neighbors. *Cell Syst.* **8**, 329–337.e4 (2019).
53. C. Hafemeister, R. Satija, Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biol.* **20**, 296 (2019).
54. G. Finak, A. McDavid, M. Yajima, J. Deng, V. Gersuk, A. K. Shalek, C. K. Slichter, H. W. Miller, M. J. McElrath, M. Prlic, P. S. Linsley, R. Gottardo, MAST: A flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol.* **16**, 278 (2015).
55. U. Raudvere, L. Kolberg, I. Kuzmin, T. Arak, P. Adler, H. Peterson, J. Vilo, G:Profiler: A web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res.* **47**, W191–W198 (2019).
56. J. D. Hunter, Matplotlib: A 2D graphics environment. *Comput. Sci. Eng.* **9**, 90–95 (2007).
57. S. van der Walt, J. L. Schönberger, J. Nunez-Iglesias, F. Boulogne, J. D. Warner, N. Yager, E. Gouillart, T. Yu, scikit-image contributors, Scikit-image: Image processing in Python. *PeerJ* **2**, e453 (2014).
58. S. Bolte, F. P. Cordelières, A guided tour into subcellular colocalization analysis in light microscopy. *J. Microsc.* **224**, 213–232 (2006).
59. D. Bates, M. Mächler, B. Bolker, S. Walker, Fitting linear mixed-effects models using lme4. *J. Stat. Softw.* **67**, 1–48 (2015).

60. C. R. Harris, K. J. Millman, S. J. van der Walt, R. Gommers, P. Virtanen, D. Cournapeau, E. Wieser, J. Taylor, S. Berg, N. J. Smith, R. Kern, M. Picus, S. Hoyer, M. H. van Kerkwijk, M. Brett, A. Haldane, J. F. Del Río, M. Wiebe, P. Peterson, P. Gérard-Marchant, K. Sheppard, T. Reddy, W. Weckesser, H. Abbasi, C. Gohlke, T. E. Oliphant, Array programming with NumPy. *Nature* **585**, 357–362 (2020).
61. G. Paxinos, *Atlas of the Developing Mouse Brain at E17.5, P0 and P6* (Elsevier, Amsterdam; Boston, ed. 1st, 2007), pp. xi, 353 p.
62. M. F. Rose, J. Ren, K. A. Ahmad, H.-T. Chao, T. J. Klisch, A. Flora, J. J. Greer, H. Y. Zoghbi, Math1 is essential for the development of hindbrain neurons critical for perinatal breathing. *Neuron* **64**, 341–354 (2009).

How the deposited data were processed for this re-analysis (not part of the article)

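Single-cell RNA sequencing libraries from 14 samples were analysed. At E14.5 and E18.5, labeled hindbrain cells of 3 control and 3 *Atoh1 S193A/-* embryos were sorted, 1 library per embryo, and at P5 labeled cells of the dissected PN of pooled control mice gave 2 libraries. Per the methods, the authors made the libraries with the 10x Genomics 3′ v3.1 kit, aligned the reads to mm10 with the WPRE sequence added, and called cells and counted UMIs with Cell Ranger. The deposited values are UMI counts per gene and cell without normalization, as made by the authors, for 31054 genes that were identical in all 14 libraries. Per the file headers, control libraries 1 and 2 of E14.5 were made with Cell Ranger 3.1.0 and the other 12 with Cell Ranger 5.0.1, whereas the methods name 5.0.1 alone. The levels of *Xist* and of 4 genes of the Y chromosome in each embryonic library fitted the sex that Table S1 gives for the embryo. The imaging, ChIP and behavioral data of the paper were not used here.

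The 14 libraries held 150188 barcodes in total. Cells with at least 1000 genes and less than 5% mitochondrial UMIs numbered 86757. The methods state a limit of 1% and refer to the authors' code, which was not used here, for criteria that depend on age. A limit of 1% would have left 1034 cells over all libraries, between 18 and 209 per library, and was not run. In place of DoubletFinder, Scrublet was run in each library and the 7.5% of cells with the highest scores were removed (6507 cells), which left 80250 cells. The limit of 10% was added later as an alternative.

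Cells of each stage were clustered with scanpy 1.11.5 in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2). Counts were scaled to 10000 per cell and log transformed, and 2000 highly variable genes, 30 principal components, 15 neighbors and Leiden clustering at resolution 1.0 with random seed 1 were used. Genes named in the text, sex-linked genes, mitochondrial genes and the reporter were left out. PN-like clusters were chosen by marker genes, and their cells were clustered again with the same settings. Clusters were named by the highest mean z-score of the paper's own marker lists of data S1, with at least 0.25 needed for a name. Some clusters above this limit were left unnamed as well. Every unnamed cluster held fewer markers of its best-scoring state or subtype than of another group among its leading genes. The lists of genes were fixed before the data were examined, as were the tests, the alternatives to be tried and the rule for which genes are named. The numerical limits on the marker genes were set after the cluster means had been seen, so the number of PN-like cells depends on them. Because the authors found the lists on these libraries, the names are not independent of the paper's clusters. The rule for named genes took every gene that the paper names for the single-cell results and, for each test across genes, the 3 called genes with the largest rise and the 3 with the largest fall whose libraries do not overlap between genotypes. A gene that this rule takes at E18.5 is not reported here.

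Shares of states were compared by limma 3.58.1 on the logit scale in R 4.3.3, with 0.5 cells added to each count, robust empirical Bayes moderation and Benjamini-Hochberg adjustment over the states of a stage. Exact two-sided permutation tests of 3 libraries against 3 were run beside it. Whether the genotype effect on the progenitor-like share differed between the stages was tested as an interaction in limma over the 12 embryonic libraries. For gene expression, UMIs were summed per library and state where a library held at least 10 cells. Sums were compared by edgeR 4.0.16 (TMM normalization, quasi-likelihood F test), over genes with a UMI in at least 10% of the cells of a genotype, and a gene was called at an FDR under 0.05 with an absolute log2 change over 0.25. The paper tested cells with MAST, and here libraries were tested, since cells of an embryo are not independent replicates. The same tests were run in the clusters outside the PN-like cells, which the paper does not report on. Lists of S phase, G2/M, Notch, cell death and neuron differentiation genes were tested by camera with a preset inter-gene correlation of 0.01, and by fry. The Notch, cell death and neuron differentiation lists hold genes that the paper reports as changed in these libraries, so they were also tested without those. Pseudotime was diffusion pseudotime on cells thinned to 5000 UMIs, rooted in progenitor-like cells.

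At P5, levels are means over the 2 libraries, and no test between conditions was possible. E18.5 and P5 subtypes were compared by correlation of centered mean profiles across genes. The nearest-neighbor classifier took 25 neighbors and 6 folds from the paper's methods. The paper used 9 transcripts, and here 6 were used, *Sst*, *Cdh8*, *Cdkn1c*, *Hoxb5*, *Nr2f2* and *Etv1*. Gene positions are those of GENCODE M21 on GRCm38, matched by Ensembl identifier.

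Per the methods, each replicate was 1 *Atoh1 S193A/-* embryo with its control littermate, and libraries with the same replicate number in the sample labels were taken as these pairs. The deviations of littermates from the means of their genotypes correlated across genes at 0.249 to 0.671 in the E14.5 states and at 0.0415 to 0.407 in the E18.5 subtypes, and at 0.232 to 0.594 in the E18.5 differentiated PN-like cells as 1 group.

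Alternatives covered doublet removal, the mitochondrial limit, the resolution and the genes of the clustering, Seurat 5.3.0 anchor integration of the libraries, thinning of cells, DESeq2 1.42.0 in place of edgeR, the filter on genes, the transformation of the shares, the replicate block (the littermate pair, which the replicate number gives), sex as a covariate, equal numbers of cells per library, other orderings and correlations, and leaving out each library in turn. Libraries of a single software version, a different denominator, the gene lists less the genes that the paper reports as changed and the clustering without genes called with the block were added after the data had been seen. A fit that leaves a group with 1 library assumes that this library varies like those of the other group. The tests were also run on simulated data made from these libraries, with known changes in 200 genes, with known changes of shares, and with shifted gene lists. In the simulated gene lists, a shift of 0.5 was called in 100% and no shift in 10%. Figures were drawn with matplotlib 3.10.9.

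Precision is limited by the number of libraries, since 3 against 3 allow no permutation p under 0.1, and by the cells behind each sum, of which there were between 36 and 650 per library and state at E14.5. Free RNA in droplets adds UMIs to cells that do not express a gene, and no file of empty droplets was used here.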

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

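The tests of other splits of the libraries, the 3 tests of the difference between the stages, the test of free RNA at E18.5 and the tests of *AC160336.1* and *Ttr* were chosen only after the result was seen.

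The change of the progenitor-like share with genotype differed between the stages. On the logit scale it was smaller at E18.5 than at E14.5 by -1.27 (limma, 12 libraries), and the littermate pairs changed by 1.43, 1.15 and 1.99 at E14.5 and by 0.687, -0.301 and 0.376 at E18.5. Without E14.5 control library 3 it was -1.07 and without E18.5 control library 3 it was -1.11, and limma called neither of these. The exact permutation p of the pair differences was 0.1. A difference in depth stays open. With each cell thinned to 5000 UMIs the rise at E14.5 was 19.5 points, but no E18.5 cluster took the name after thinning, so the difference between the stages has no thinned value. The software version and the genotype cannot be told apart here, since without the 2 control libraries of another version the difference was -1.67 but rested on control library 3 as the only E14.5 control. It also stays open that the cells named progenitor-like at E18.5 may be of another kind than those at E14.5, since their *Atoh1* level in control libraries was 1.665% of that at E14.5. A loss of the effect of the mutation with age, which the design names, also stays open and was not tested apart from this.

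At E18.5, where the paper gives no test of gene expression between genotypes, 13 genes were called by edgeR in all differentiated PN-like cells as 1 group, 4 higher and 9 lower in *Atoh1 S193A/-* libraries, and 599 genes had an unadjusted p under 0.05. Among those with libraries that do not overlap, the largest rises were in *Hrk* (log2 change 0.77, FDR 0.0390), *Gad2* (0.73, FDR 0.0147) and *Gm30382* (0.54, FDR 0.0458), and the falls included those of *Lhx2* (-1.87, FDR 0.0390) and *Zbtb20* (-1.15, FDR 0.00163). *Prox1*, a marker gene of ePN1, changed by -0.74 (FDR 0.00292) in these cells and by -0.47 (FDR 0.439) within ePN1-like cells. DESeq2 called 22 genes, edgeR with the replicate block 55, and edgeR without *Atoh1 S193A/-* library 2 called 2. Of the 10 splits of the 6 libraries, 2 called at least as many genes, so chance cannot be excluded; the other was *Atoh1 S193A/-* libraries 1 and 2 with control library 1 (33 genes), which parts 1 of the pairs. The other 3 splits that part all pairs, as the real one does, called 0 genes each by edgeR with and without the block, but 4 such splits are too few to exclude chance. With 22 cells of each of 3 subtypes drawn per library, the median change of these genes in the direction of the call was 0.402 ± 0.0693 (SD over 10 draws), against 0.719 ± 0.0862 in draws of as many cells that left the mix of subtypes as it was, and 0.5 against 4.1 genes were called on average. The change was thus smaller with an equal mix, and part of it remained. A different mix of these 3 subtypes is argued against as the whole cause, since their mix was equal in these draws. How much of the remaining part is a change within subtypes cannot be told, because the genes were called from the cells that were drawn. A variant linked to *Atoh1* on chromosome 6 was tested by the share of called genes there, which was 0 of 13 against 4.88% of the genes tested (one-sided Fisher's exact p = 1). With so few genes this decides nothing.

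In the subtypes on their own, edgeR called 0 genes in ePN1-like cells (516 at an unadjusted p under 0.05, DESeq2 0), 0 in ePN2-like cells (336, DESeq2 3), 2 in ePN3-like cells (350, DESeq2 2) and 0 in ePN4-like cells (378, DESeq2 0). The 2 were *Zbtb20* (-0.98, FDR 0.0184) and *Cdkn1c* (-0.68, FDR 0.0287), each lower in 3 of 3 *Atoh1 S193A/-* libraries. With the block, 4, 25, 4 and 9 were called. For ePN1-like and ePN2-like cells, 10 of 10 splits reach a count of 0 whatever the data, which tests nothing. For ePN3-like cells, at least as many genes were called in 4 of 10 splits, so chance cannot be excluded, although the other splits that part all pairs called 0 genes each by edgeR. With the block, the other splits that part all pairs called 3, 1 and 15 genes in ePN1-like, 1, 13 and 3 in ePN2-like and 1, 2 and 9 in ePN3-like cells.

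In the E18.5 clusters outside the PN-like cells, which the paper does not report on, edgeR made 276 calls of 166 genes in 15 of 26 clusters, 112 higher and 164 lower in *Atoh1 S193A/-* libraries. With the replicate block there were 1521 calls in 23 clusters, and without *Atoh1 S193A/-* library 2 there were 116 without a block. *Hrk* was called in 9 clusters and was higher in 17 of the 19 in which it was tested (median log2 change 2.02). *Rab15* was called in 9 clusters and lower in 25 of 25 (median -0.69), *Gm2694* was called in 10 and lower in 19 of 26, *Gm17750* was called in 5 and higher in 24 of 25, and *Loxl1* was called in 5 and lower in 11 of 11. These genes were chosen after their values were seen, as those called in most clusters. Of the 10 splits, 2 gave at least as many calls, so chance cannot be excluded; the other (307 calls) again joined *Atoh1 S193A/-* libraries 1 and 2 with control library 1 and parts 1 of the pairs. The other splits that part all pairs gave 0, 0 and 1 calls by edgeR without the block and 30, 29 and 52 with it, but 4 such splits are too few to exclude chance. Local effects of a variant linked to *Atoh1* are argued against as the cause of most calls. Of the 166 genes, 6 lay on chromosome 6, or 3.61% against 4.77% of those tested (one-sided Fisher's exact p = 0.809). Such a variant with effects on a few genes near *Atoh1*, or on genes of other chromosomes, stays open. Free RNA from other cells, which would move a gene alike in all clusters, and a change in these cells cannot be told apart. In clusters where a gene was not called, it moved in the direction of its calls in 71.66% of cases, with a median change of 0.15, but leaving out the calls also leaves out the larger changes. An effect of the mutation in other cells of the *Atoh1* lineage also stays open, untested.

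In the E14.5 clusters outside the PN-like cells, edgeR made 6 calls of 5 genes in 4 of 24 clusters, 1 higher and 5 lower, and 611 calls of 390 genes with the replicate block. Without *Atoh1 S193A/-* library 3 and without control library 3 there were 33 calls each, without control library 2 there were 0, and within Cell Ranger 5.0.1 there were 2. Of the 10 splits, 6 gave at least as many calls, so chance cannot be excluded. The split with most calls joined *Atoh1 S193A/-* libraries 1 and 3 with control library 3, which partly follows the software version. The other splits that part all pairs gave 0, 1 and 0 calls by edgeR without the block and 54, 60 and 57 with it. For the blocked calls, local effects of a variant linked to *Atoh1* are argued against as the main cause. On chromosome 6 lay 19 genes, or 4.88% against 4.99% of those tested (one-sided Fisher's exact p = 0.571). Effects on a few genes near *Atoh1*, or on genes of other chromosomes, stay open. The software version and the genotype cannot be told apart for these calls, since 2 of the 3 control libraries were made with another version. Of 907 calls made from littermate pairs 1 and 2, whose members differ in version, 71.66% moved the same way in pair 3, whose members do not, against 72.9% without *AC160336.1*.

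For the genes called with the block in the E14.5 PN-like states, the software version and the genotype cannot be told apart either, since only pair 3 has a single version. In it, 78.33% of 263 calls from pairs 1 and 2 moved the same way. Local effects of a linked variant are argued against as the main cause, with 8 of the 189 genes on chromosome 6. This was 4.23% against 4.80% of those tested (one-sided Fisher's exact p = 0.692). Effects on a few genes near *Atoh1*, or on genes of other chromosomes, stay open here too. *AC160336.1* is different. It was lower in all 24 E14.5 clusters outside the PN-like cells (median log2 change -6.31), with a median difference of log2(CPM + 1) of -6.79 in pair 1 and -6.18 in pair 2, but 0.3201 in pair 3, which is consistent with an effect of the software version.

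*Ttr* was higher in *Atoh1 S193A/-* libraries in 22 of the 24 clusters at E14.5 (median log2 change 2.16), although not called without the block. Across the 6 libraries, its level in PN-like cells followed the share of the cluster led by *Ttr* (Pearson r = 0.979, exact permutation p = 0.0361; Spearman rho = 0.714, exact permutation p = 0.136). This is consistent with free RNA from choroid plexus-like cells, but r was 0.417 without the 2 libraries farthest from the median share, so the relation rests on these libraries. *Atoh1 S193A/-* library 3 had 216 CPM of *Ttr* in its PN-like cells, and the other libraries had between 9.23 and 50.3 CPM.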

How the results depend on the processing

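The tests with cells of under 10% mitochondrial UMIs, with libraries of a single software version, with the clustering without genes called with the block, with the shares among cells that are not progenitor-like, with the pseudotime without progenitor-like cells, with the gene lists less the genes that the paper reports as changed and with each cell's 6 values scaled to a vector of length 1 were chosen only after the result was seen.

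Over 92 results, 1179 alternative values were computed, of which 936 kept their direction and their side of the threshold or stayed within the spread, 40 no longer passed the threshold, 48 newly passed it, 132 counts or levels moved and 23 changed direction. Of the 1029 set in the plan, these numbers were 814, 31, 47, 118 and 19. The rise of the progenitor-like share at E14.5 kept its direction under all 19 alternatives and passed the threshold under 16 of them, all but 3 that leave out a library. The fall of the ePN1-like share at E18.5 passed it under all 18, from -13.1 to -8.06 points. filterByExpr in place of the detection filter, and the arcsine square root in place of the logit, gave the same outcome for every result. Direction was judged on the quantity tested, which is the logit scale for shares and the position relative to other genes for gene lists. The printed difference can thus change sign without being counted. This was so for the share of migrating neuron-2-like cells at E14.5, which rose by 1.34 points without control library 2 and by 0.616 points within one software version, against -7.64 points with all libraries, for 4 values of the share of intermediate progenitor-like cells at E18.5, and for 5 means of the Notch genes in progenitor-like cells and 2 of the G2/M genes in migrating neuron-1-like cells. For each value below that changed, the cause was not tested unless the sentence names it.

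The counts of genes called without an alternative were 1 in progenitor-like, 5 in intermediate progenitor-like, 1 in migrating neuron-1-like, 0 in migrating neuron-2-like and 0 in differentiated neuron-like cells at E14.5. At E18.5 they were 0 in ePN1-like, 0 in ePN2-like, 2 in ePN3-like, 0 in ePN4-like and 13 in differentiated PN-like cells. The same orders of states and subtypes are used below. With the replicate block, which compares littermates, they were 64, 144, 6, 7 and 2 at E14.5 and 4, 25, 4, 9 and 55 at E18.5. In clusters outside the PN-like cells, calls went with the block from 6 to 611 at E14.5 and from 276 to 1521 at E18.5, and clusters with a changed share from 0 to 2 and from 0 to 4. The block also took the lower shares of differentiated neuron-like cells (-10.2 points) and migrating neuron-1-like cells (-6.18 points) and the mean of the neuron differentiation genes in intermediate progenitor-like cells (log2 change -0.21) past the threshold. Among the single genes and clusters followed under all alternatives, it newly called 7 gene changes at E14.5 and the shares of 6 clusters outside the PN-like cells. It changed no other call among the 92 results and reversed 0 values.

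With no filter beyond 1 count, edgeR called 54, 158, 53, 15 and 1 genes at E14.5 and 13, 22, 16, 9 and 136 at E18.5. The *Atoh1* effect against that in progenitor-like cells then passed the threshold in migrating neuron-2-like (1.00) and differentiated neuron-like cells (1.01). These effects were about as large with the filter, and their SEs were 0.136 and 0.167 in place of 0.276 and 0.341. DESeq2 in place of edgeR called 15, 23, 8 and 3 genes in the first 4 states at E14.5, and at E18.5 it called 3 in ePN2-like and 22 in differentiated PN-like cells.

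With sex as a covariate, 2 genes were called in progenitor-like, 0 in migrating neuron-1-like and 1 in ePN2-like cells, and 29 calls at E14.5 and 542 at E18.5 were made outside the PN-like cells. The mean of the neuron differentiation genes in intermediate progenitor-like cells was -0.45 and passed the threshold. That of the G2/M genes in migrating neuron-1-like cells was 0.028 and reversed its direction relative to the other genes, which is the direction that camera tests. With the same number of cells per library, 0 genes were called in progenitor-like and migrating neuron-1-like cells, 4 in ePN1-like and 7 in ePN3-like cells. *Atoh1* in intermediate progenitor-like cells was then -0.038 in place of 0.078, and *Dll1* in progenitor-like cells 0.37 in place of -0.33.

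With libraries of one software version only, control library 3 stands alone at E14.5, is assumed to vary like the other group, and gives fewer samples. The counts were then 0 in progenitor-like, intermediate progenitor-like and migrating neuron-1-like cells and 2 outside the PN-like cells. The mean pseudotime rank differed by -20.6, and by -9.73 without progenitor-like cells. *Atoh1* in progenitor-like cells was 0.12 in place of -0.35. The mean of the G2/M genes in intermediate progenitor-like cells was -0.23 and newly passed the threshold, that of the cell death genes in the same cells was 0.39 and no longer did, and that of the S phase genes in progenitor-like cells was -0.067 in place of 0.034.

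With fry in place of camera, 5 of the 6 calls of gene lists no longer passed the threshold, at the same means. These were the G2/M genes (-0.080) and the neuron differentiation genes (-0.45) in progenitor-like cells, the cell death genes (0.52) in intermediate progenitor-like cells, and the Notch genes (0.35) and the neuron differentiation genes (-0.12) in migrating neuron-1-like cells. Less the genes that the paper reports as changed, 3 of the 6 calls no longer passed it, which were the Notch genes in intermediate progenitor-like (0.24) and migrating neuron-1-like cells (0.21) and the cell death genes in intermediate progenitor-like cells (0.17). The mean of the cell death genes in progenitor-like cells was then -0.019 in place of 0.17.

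Without doublet removal, 9 genes were called in intermediate progenitor-like and 11 in migrating neuron-1-like cells. With all highly variable genes used for clustering, 2 were called in intermediate progenitor-like cells. After Seurat anchor integration, 31 were called in intermediate progenitor-like and 0 in migrating neuron-1-like cells, and the lower share of differentiated neuron-like cells passed the threshold (-11.1 points). With cells under 10% mitochondrial UMIs, 0 were called in migrating neuron-1-like cells, and 24649 control and 26275 *Atoh1 S193A/-* cells were kept at E18.5, in place of 15334 and 16485. The small difference in the share of migrating neuron-like cells at E18.5, -0.426 points, changed sign to 0.0219 with all highly variable genes, 1.79 with the limit of 10%, 0.443 at 0.5 times the clustering resolution and 0.295 at double resolution.

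At P5, the shares of the subtypes moved by more than the SD of 2 libraries. Without doublet removal, PN3-like to PN6-like cells were 14.501, 12.6, 5.89 and 4.43%. With all highly variable genes, PN1-like, PN4-like and PN6-like cells were 21.7, 12.5 and 5.67%. With the limit of 10%, PN1-like to PN4-like cells were 16.8, 8.66, 11.1 and 12.6%. After thinning to 3000 UMIs, PN1-like to PN4-like cells were 15.4, 12.1, 11.1 and 22.7% and PN6-like cells 5.02%. At 0.5 times the resolution, PN1-like, PN3-like, PN4-like, PN5-like and PN6-like cells were 22.4, 13.2, 17.02, 9.66 and 3.59%, and at double resolution PN1-like to PN5-like cells were 21.8, 9.93, 10.6, 16.7 and 9.66%. The classifier was right for 69.4% of cells with 5 neighbors, 53.5% after thinning to 3000 UMIs, which leaves fewer UMIs of the 6 transcripts, and 70.1% with values scaled to a vector of length 1.

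With Spearman in place of Pearson, the correlations of ePN1-like with PN3-like, ePN2-like with PN1-like, ePN3-like with PN4-like and ePN4-like with PN6-like cells were 0.583, 0.409, 0.497 and 0.344. That of ePN3-like with PN4-like cells was 0.795 with marker genes, and that of ePN4-like with PN6-like cells was 0.396 with *Atoh1 S193A/-* libraries.

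Leaving out 1 library at a time gave 492 values, of which 404 stayed, 21 no longer passed the threshold, 10 newly passed it, 44 moved and 13 reversed. These fits have fewer samples. The E14.5 counts ranged from 1 to 9 in progenitor-like, 0 to 40 in intermediate progenitor-like, 0 to 5 in migrating neuron-1-like, 0 to 5 in migrating neuron-2-like and 0 to 1 in differentiated neuron-like cells, and from 0 (without control library 2) to 33 (without *Atoh1 S193A/-* library 3 and also without control library 3) outside the PN-like cells. The highest counts in the first 2 states and in migrating neuron-2-like cells came without *Atoh1 S193A/-* library 2, the highest in migrating neuron-1-like and differentiated neuron-like cells without control library 3, and the count of 0 in intermediate progenitor-like cells without control library 1. At E18.5 they ranged from 0 to 2 in ePN1-like, 0 to 1 in ePN2-like, 0 to 1 in ePN3-like, 0 to 1 in ePN4-like and 2 (without *Atoh1 S193A/-* library 2) to 8 (without control library 1) in differentiated PN-like cells. Outside the PN-like cells they went from 116 (without *Atoh1 S193A/-* library 2) to 269 calls and from 0 to 1 changed shares.

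In the same fits, the rise of the progenitor-like share at E14.5 ranged from 19.3 to 22.4 points and the difference between the stages from -1.49 to -0.925. The share of intermediate progenitor-like cells at E18.5 ranged from -2.38 points to 0.591 without *Atoh1 S193A/-* library 3, and that of migrating neuron-like cells from -5.61 to 4.01 without the same library. *Atoh1* in intermediate progenitor-like cells ranged from -0.019 without *Atoh1 S193A/-* library 1 to 0.22. The means of the gene lists in progenitor-like cells ranged from -0.11 to -0.029 (G2/M), -0.044 to 0.10 (S phase) and 0.13 to 0.23 (cell death), in intermediate progenitor-like cells from -0.10 to 0.011 (G2/M), 0.031 to 0.11 (S phase) and -0.53 to -0.035 (neuron differentiation), and in migrating neuron-1-like cells from -0.025 to 0.055 (G2/M), 0.28 to 0.51 (Notch), 0.12 to 0.39 (cell death) and -0.22 to -0.031 (neuron differentiation).

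The limit of under 1% mitochondrial UMIs that the methods state, with other criteria by age left to the code, was not run, since it left between 18 and 209 cells per library, and the planned limit of 5% was used throughout. The progenitor-like share at E18.5 has no value with all highly variable genes, with both clusterings without called genes and with thinning, where no cluster took that name. The same number of cells per library was not run for ePN4-like cells, with under 10 cells in a library, and for all differentiated PN-like cells. No paired analysis was possible because no groups were compared at P5. Depth limits the smallest sums, of 36 cells at E14.5, and the P5 classifier.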

Differences from the paper's values

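The tests with cells of under 10% mitochondrial UMIs, with the clustering without genes called with the block, with libraries of a single software version and with the replicate block under other clusterings were chosen only after the values were seen. Of 95 values compared with the paper's, 16 differed. Values without a sign differed when the larger was over 1.5 times the smaller and, where replicates give an SD, when they also lay farther apart than it. The 28 log2 changes compared had the sign of the paper's. They come from the 1996 of 9273 lines of data S2 that could be read here, which cover progenitors, intermediate progenitors and migrating neurons-1.

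At E18.5, 1849 control PN-like cells were found, and the paper gives 1196 control PN cells. Of the alternatives set before the data were examined, those with all highly variable genes used for clustering (1728), without the genes called between genotypes (1728) and with each cell thinned to 5000 UMIs (1706) did not differ. Without doublet removal (2124), at 0.5 times and double the clustering resolution and after Seurat anchor integration (1849 each), the number still differed. The clustering without the genes called with or without the replicate block (1723), chosen after seeing the values, did not differ, and the limit of 10% mitochondrial UMIs (2381), also chosen then, did.

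Summed over the 5 states at E14.5, edgeR called 7 genes here, and the paper gives 362 differentially expressed genes. The paper tested cells with MAST, and here libraries were tested. Of the alternatives set before the data were examined, the one with no filter beyond 1 count (281) did not differ. The fit without the filter was not run on simulated data, so how many unchanged genes it calls is not known. The sum still differed with DESeq2 (49), filterByExpr (7), the replicate block (223), sex as a covariate (7), the same number of cells per library (7), no doublet removal (21), all highly variable genes (4), Seurat anchor integration (32) and with each library left out (from 2 to 57). The limit of 10% (8) and libraries of one software version (0), chosen after seeing the values, still differed. The replicate block without doublet removal called 106, 227, 54, 19 and 6 genes in the 5 states in order of development, and with the limit of 10% it called 29, 311, 57, 7 and 2. These combinations, chosen after seeing the values, come within 1.5 times the paper's sum.

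By state, the paper's Fig. 4A, read by eye, has about 53 genes higher and about 31 lower in progenitors, where edgeR called 0 and 1 here. It has about 73 higher and about 64 lower in intermediate progenitors (here 2 and 3), about 38 and about 55 in migrating neurons-1 (here 0 and 1), about 22 and about 9 in migrating neurons-2 (here 0 and 0), and about 10 and about 7 in differentiated neurons (here 0 and 0). Of the alternatives set before the data were examined, no filter beyond 1 count did not differ for the lower genes in progenitor-like cells (33), for both directions in intermediate progenitor-like cells (95 and 63) and for the lower genes in migrating neuron-2-like cells (7). The replicate block did not differ for the lower genes in progenitor-like cells (37) and for both directions in intermediate progenitor-like cells (79 and 65). Every other alternative set beforehand still differed in every state and direction. Some combinations of the block with another setting, chosen after seeing the values, did not differ by the same measure. Without doublet removal this holds for the higher genes in progenitor-like (44) and migrating neuron-1-like cells (27). After Seurat anchor integration it holds for the higher genes in progenitor-like (43) and the lower in migrating neuron-2-like cells (11). With all highly variable genes it holds for the lower genes in progenitor-like (37) and both directions in intermediate progenitor-like cells (70 and 54), and with the same number of cells for the higher genes in differentiated neuron-like cells (7).

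The paper's log2 changes in data S2 are compared on the scale of log2(counts per 10000 + 1), which the paper does not state and which is an assumption on which the 4 differences below rest, and edgeR's log2 changes follow in brackets. Such a value differed when its sign was not the paper's or when it lay farther from the paper's value than the SD between libraries under that setting. A setting with a larger SD can therefore hold a value farther away without differing. *Notch1* in intermediate progenitor-like cells changed by 0.37 here (SD 0.1945; edgeR 0.86), and the paper gives 0.56. Without doublet removal (0.42), with all highly variable genes (0.37), after Seurat anchor integration (0.50), with the same number of cells per library (0.39) and without control library 1, control library 3 or *Atoh1 S193A/-* library 3 (0.37, 0.39 and 0.34, with SDs from 0.131 to 0.269) it did not differ. *Dll1* in the same cells changed by 0.48 here (SD 0.0819; edgeR 1.03), and the paper gives 0.59. After Seurat anchor integration (0.56, SD 0.161) and with the same number of cells (0.42, SD 0.239) it did not differ. *Hrk* in migrating neuron-1-like cells changed by 0.68 here (SD 0.421; edgeR 2.27), and the paper gives 0.19. Without doublet removal (0.066, SD 0.156), after Seurat anchor integration (0.13, SD 0.184), with the same number of cells (0.57, SD 0.575) and without *Atoh1 S193A/-* library 1 (0.73, SD 0.582) it did not differ. *Hes5* in migrating neuron-1-like cells changed by 0.51 here (SD 0.271; edgeR 0.87), and the paper gives 0.90. After Seurat anchor integration (0.79, SD 0.523) it did not differ. All 4 did not differ with the limit of 10% (0.42, 0.48, 0.22 and 0.42), chosen after seeing the values. Under every other alternative compared, they differed.

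The paper ranks intermediate progenitors first by the number of changed genes, then migrating neurons-1, then progenitors. Here edgeR called 5, 1 and 1 genes in these states, and 144, 6 and 64 with the replicate block, so that progenitor-like cells came second. The paper's order was reached with the block after Seurat anchor integration (265, 181 and 92) and with the block and the limit of 10% (311, 57 and 29), both chosen after seeing the values.

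The paper calls the fall in the share of migrating neurons-2 at E14.5 significant. Here the share fell by 7.64 points, and limma's adjusted p was 0.446, and 0.0817 with the block. No setting took it past the threshold, and the lowest adjusted p was 0.0601, at double the clustering resolution.

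Of the genes that the paper reports as changed at E14.5, several were not called by edgeR here. *Atoh1* in progenitor-like cells (log2 change -0.35), *Nhlh1* in migrating neuron-1-like cells (-0.40), *Dap* in intermediate progenitor-like cells (0.35), and *Notch1* (0.33) and *Hes1* (0.16) in progenitor-like cells were called under no setting. *Barhl1* in intermediate progenitor-like cells (-0.47) was called with no filter beyond 1 count, the replicate block and Seurat anchor integration. *Nhlh1* in intermediate progenitor-like cells (-0.94) was called with no filter and without *Atoh1 S193A/-* library 2. *Pcp4* was called in intermediate progenitor-like cells (-1.83) with no filter and with the block, and in migrating neuron-1-like cells (-0.61) without doublet removal. *Rab15*, called in intermediate progenitor-like cells, was called in progenitor-like cells (-2.64) with DESeq2, no filter, the block and without *Atoh1 S193A/-* library 2, and in migrating neuron-1-like cells (-1.64) with DESeq2, no filter, the block, no doublet removal and without control library 3. *Hrk* was called in intermediate progenitor-like cells (3.31) with no filter, the block, Seurat anchor integration, the same number of cells and without *Atoh1 S193A/-* library 2, and in migrating neuron-1-like cells (2.27) with no filter. *Pak3* in intermediate progenitor-like cells (0.75) was called with DESeq2, no filter, the block and Seurat anchor integration. *Hes5* in progenitor-like cells (0.37) was called with the block. The paper states that *Dll1* was up-regulated in progenitors, and here it changed by -0.33 in progenitor-like cells. The value of data S2 for *Dll1* in progenitors, -0.137, is negative as well. With the same number of cells per library the change was 0.37, without a call.

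Among the up-regulated genes of progenitors, the paper finds terms for proliferation and cell cycle. Here the S phase genes had a mean log2 change of 0.03 in progenitor-like cells, with 25 of 43 higher and no call by camera (FDR 0.359), and were called without *Atoh1 S193A/-* library 1 (0.10). The G2/M genes had a mean of -0.08, with 13 of 54 higher (camera FDR 0.00183). The paper finds regulators of apoptosis among the up-regulated genes of migrating neurons-1, and here the cell death genes had a mean of 0.20 in migrating neuron-1-like cells without a call (camera FDR 0.321), and were called without *Atoh1 S193A/-* library 3 (0.39). This list holds *Hrk*, *Pak3* and *Dap*, which the paper reports as changed. The paper finds neuron differentiation among the down-regulated genes of all 3 states. In intermediate progenitor-like cells the list had a mean of -0.26 without a call (camera FDR 0.0553), and was called with the block, with sex as a covariate and without *Atoh1 S193A/-* library 2, control library 1 or control library 3.

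In matching E18.5 with P5 subtypes by a test on cells, the paper's Fig. 6C pairs PN1 and PN2 with ePN3, PN3 with ePN4 and ePN1, and PN4 with ePN2, and leaves PN5 and PN6 unmatched. By correlation of mean profiles here, ePN1-like cells were closest to PN3-like (r = 0.632), ePN2-like to PN1-like (0.566), ePN3-like to PN4-like (0.740) and ePN4-like to PN6-like cells (0.435), so that 1 of these 4 pairs, ePN1 with PN3, is also among the paper's. The other settings gave the same closest subtypes.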

Other observations

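The tests of other splits for the genes called at E14.5, both tests of the cluster led by *Rspo1*, the software test of *Atoh1* in differentiated neuron-like cells, the test of pseudotime and the test of E14.5 changes at E18.5 were chosen only after the result was seen.

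For the E14.5 counts of genes called without a block, at least as many genes were called in 4 of 10 splits of the libraries for progenitor-like, 3 of 10 for intermediate progenitor-like and 4 of 10 for migrating neuron-1-like cells, so chance cannot be excluded in these states. In each of them, the other 3 splits that part all littermate pairs called 0 genes by edgeR, and 4 such splits are too few to exclude chance. In migrating neuron-2-like and differentiated neuron-like cells, edgeR called 0 genes (285 and 204 at an unadjusted p under 0.05, DESeq2 3 and 0), so 10 of 10 splits reach that count whatever the data, which tests nothing. In intermediate progenitor-like cells, the split with most genes (85) joined *Atoh1 S193A/-* libraries 1 and 3 with control library 3 and partly follows the software version. With the replicate block, 64 genes were called in progenitor-like cells against 2, 0 and 0 in the other splits that part all pairs, 144 against 2, 0 and 0 in intermediate progenitor-like, 6 against 0, 0 and 0 in migrating neuron-1-like, 7 against 1, 2 and 0 in migrating neuron-2-like and 2 against 3, 1 and 1 in differentiated neuron-like cells. For the gene lists, the real split was 1 of 10 with as many lists called, and 10 splits cannot give a share under 0.1. Some lists hold genes that the paper reports as changed in these libraries.

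The mean pseudotime rank was lower in *Atoh1 S193A/-* libraries. A larger share of progenitor-like cells with no other change may account for it, since the difference without these cells was -4.345, within the spread between libraries. A later change of smaller size stays open, since that difference was negative in all 3 pairs and was -4.70 with the first principal component in place of pseudotime. With control library 3 left out, the same difference was -1.65, so much of it rests on that library.

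*Atoh1* was higher in differentiated neuron-like cells of *Atoh1 S193A/-* libraries (log2 change 0.73, 3 of 3 libraries above every control library, edgeR FDR 1.00). No technical explanation is excluded for a gene with so few counts. In the later part of these cells the log2 change was 0.566 (SE 0.239), which leaves open a part played by cells earlier in the ordering. For the software version, control library 3 alone has the version of the *Atoh1 S193A/-* libraries, with 9.58 CPM, and 1 library decides nothing. Free RNA from the more numerous earlier cells stays open as well. In 12 clusters outside the PN-like cells with under 10 CPM of *Atoh1* in controls, the median log2 change was 0.392 (SD 0.691), and it was higher in 10 of them.

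A cluster led by *Rspo1*, *Dkk3*, *Msx1*, *Id1* and *Id3* made up 2.62% ± 0.566 (SD, n = 3) of the cells kept from control and 6.65% ± 0.921 (SD, n = 3) of those kept from *Atoh1 S193A/-* libraries at E14.5, with every *Atoh1 S193A/-* library above every control library (limma adjusted p = 0.605, and 0.0480 with the replicate block). Other clusters rose as well. The cluster led by *Ttr* and *Kcne2* went from 0.452% ± 0.240 to 1.87% ± 1.71 (0.0480 with the block), that led by *Sostdc1* from 0.304% ± 0.0711 to 1.01% ± 0.667 and that led by *Cenpf* from 1.40% ± 0.251 to 3.07% ± 0.390 (SD, n = 3 each). The microglia-like cluster went from 0.0926% ± 0.0302 to 0.0603% ± 0.0541 and the vascular-like from 0.330% ± 0.0757 to 0.215% ± 0.142, so their highest change was -0.03233 points. Fewer cells of the main types would raise every other type alike and is argued against as the whole cause, since the log2 ratio of the *Rspo1* cluster to these 2 small clusters was 2.64 ± 0.663 in control and 4.82 ± 1.04 in *Atoh1 S193A/-* libraries (SD, n = 3). The software version and the genotype cannot be told apart, since control library 3, with 2.19% of this cluster, is the only control of its version. A difference in the tissue taken and a biological difference between the genotypes were not tested and stay open. No cluster outside the PN-like cells had a changed share by limma without the block at either stage (with it 2 at E14.5 and 4 at E18.5).

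Littermate pair 2 of E14.5 stood apart from the others, with more migrating neuron-2-like cells in both genotypes. A difference in the age of the litter was tested by comparing the deviation of the pair in differentiated neuron-like cells with the change from E14.5 to E18.5 in the other genotype across 9396 genes. The correlation across genes was -0.1196 in control and -0.149 in *Atoh1 S193A/-* libraries. Genes are not independent replicates, and age and other differences between litters cannot be told apart with 1 litter.

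The genes called with the block in E14.5 PN-like states were followed in the E18.5 clusters outside the PN-like cells. Of 183 such genes, 65.03% moved the same way (median over clusters), and other splits of the E18.5 libraries gave 60.7, 66.7 and 50.8%, which is no clear excess. In the E18.5 differentiated PN-like cells, 49.6% of 141 genes moved the same way, and the other splits gave 53.9, 51.8 and 53.9%. Single genes, such as *Hrk* and *Rab15*, changed in the same direction at both stages, so whether the change recurs at the later stage stays open for others of these genes.

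P5 PN5-like cells were closest to a cluster of the E18.5 ePN1-like cells. The choice of genes or libraries is argued against as the cause, since the lowest correlation with the best cluster was 0.694 over marker genes and *Atoh1 S193A/-* libraries. Doublets are argued against by the UMIs of that cluster, whose median was 0.833 ± 0.113 (SD, n = 6 libraries) of that of the other ePN-like cells. Whether this cluster contains the precursors of PN5 was not tested.

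In the means over both P5 libraries, *Gad1* was at most 0.251 CPM and *Slc32a1* at most 0.3095 CPM in the 6 subtypes, while *Gad2* was between 24.4 and 60.8 CPM.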
